# MUTYH is associated with hepatocarcinogenesis in a non-alcoholic steatohepatitis mouse model

**DOI:** 10.1038/s41598-021-83138-8

**Published:** 2021-02-11

**Authors:** Hiroki Sakamoto, Koji Miyanishi, Shingo Tanaka, Ryo Ito, Kota Hamaguchi, Akira Sakurada, Masanori Sato, Tomohiro Kubo, Takahiro Osuga, Kazuyuki Murase, Kohichi Takada, Yusaku Nakabeppu, Masayoshi Kobune, Junji Kato

**Keywords:** Cancer, Molecular biology, Biomarkers, Diseases, Gastroenterology, Oncology, Risk factors

## Abstract

Non-alcoholic steatohepatitis (NASH)-related HCC is associated with oxidative stress. However, the mechanisms underlying the development of NASH-related HCC is unclear. MUTYH is one of the enzymes that is involved in repair of oxidative DNA damage. The aim of this study was to investigate the association between MUTYH and NASH-related hepatocarcinogenesis. MUTYH wild-type (*Mutyh*^+/+^), heterozygous (*Mutyh*^+/−^), and MUTYH-null (*Mutyh*^−/−^) mice were fed a high-fat high-cholesterol (HFHC) diet or HFHC + high iron diet (20 mice per group) for 9 months. Five of 20 *Mutyh*^−/−^ mice fed an HFHC + high iron diet developed liver tumors, and they developed more liver tumors than other groups (especially vs. Mutyh^+/+^ fed an HFHC diet, *P* = 0.0168). Immunohistochemical analysis revealed significantly higher accumulation of oxidative stress markers in mice fed an HFHC + high iron diet. The gene expression profiles in the non-tumorous hepatic tissues were compared between wild-type mice that developed no liver tumors and MUTYH-null mice that developed liver tumors. Gene Set Enrichment Analysis identified the involvement of the Wnt/β-catenin signaling pathway and increased expression of *c-Myc* in MUTYH-null liver. These findings suggest that MUTYH deficiency is associated with hepatocarcinogenesis in patients with NASH with hepatic iron accumulation.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is a chronic hepatic disease with an increasing incidence worldwide and which affects approximately 25% of all adults^1^. NAFLD has been reported to be related to the increased incidence of lifestyle diseases, including diabetes mellitus and dyslipidemia^2^. Although NAFLD is simple steatosis in most cases, about 10% of patients develop non-alcoholic steatohepatitis (NASH)^3^. Ascha et al. reported that the annual incidence of hepatocellular carcinoma (HCC) was 2.6% in patients with NASH cirrhosis and 4.0% in hepatitis C virus (HCV) cirrhosis. Thus, the incidence of NASH-related HCC seems comparable to that of HCV-related HCC^4^.

Oxidative stress caused by excessive iron has been shown to be one of the risk factors for the development of various cancers^5^. There is organ-specificity in carcinogenesis by oxidative stress, such as hepatocarcinogenesis in the liver affected by hereditary hemochromatosis. Regarding role of iron storage in the liver, we have reported that excessive iron is produced in the livers of patients with chronic hepatitis C and HCV-related hepatocarcinogenesis is strongly associated with oxidative stress^6^. It has been reported that NASH-related HCC is associated with oxidative stress^7,8^. However, the mechanisms underlying the development of NASH-related HCC remain unclear.

It has been reported that the hepatic iron concentration is increased in the liver affected by NASH^9,10^. Although it is not substantiated by the literature that higher levels of intrahepatic iron are associated with a higher HCC risk in NASH patients, increased hepatic iron facilitates the formation of reactive oxygen species (ROS), including the hydroxyl radical. 8-oxo-7,8-dihydroguanine (8-oxoguanine or 8-oxoG) is a marker of oxidative DNA damage; it is produced by oxidation of the C8 of guanine and causes a G:C to T:A transversion through its ability to pair with both adenine and cytosine^11,12^. Oxidative DNA damage can lead to tumor formation when it is generated within genes involved in carcinogenesis, including oncogenes and tumor suppressor genes. *MTH1*, *OGG1* and *MUTYH* genes encode enzymes required to maintain low levels of 8-oxoG-induced mutagenesis. MTH1 hydrolyzes 8-oxo-7,8-dihydro-2-deoxyguanosine triphosphate (8-oxo-dGTP), an oxidized form of dGTP in the nucleotide pool, to 8-oxo-dGMP and pyrophosphate, and OGG1 excises 8-oxo-G opposite cytosine in DNA thus avoiding its accumulation in DNA. MUTYH excises adenine which pairs with 8-oxoG, thus efficiently suppresses 8-oxoG-induced mutagenesis^13^.

Biallelic MUTYH mutations are found in 0.01–0.04% of the Caucasian population and are associated with an extremely high risk of developing colorectal adenomas and cancer^14–17^. For individuals with a monoallelic mutation, the risk is considered to be moderately increased^14,15,17^. There are only a few studies that investigated liver tumors in the context of biallelic or monoallelic MUTYH mutations^18–21^. However, the significance of MUTYH deficiency in hepatocarcinogenesis in patients with NASH is unclear.

The aim of the present study was to examine the relationship between MUTYH deficiency and hepatocarcinogenesis in patients with NASH. For this purpose, we established a murine NASH model by feeding a high-fat high-carbohydrate (HFHC) diet and high iron diet to investigate the incidence of liver tumors in MUTYH-null and wild-type mice and to carry out gene expression profiling in non-tumorous hepatic tissues from MUTYH-null mice with the development of liver tumors and wild-type mice without the development of liver tumors. We further examined the possibility of preventing hepatocarcinogenesis in patients with NASH using antioxidants.

## Results

### Comparison of body weights, serum alanine aminotransferase levels, and hepatic iron concentrations in the mice

Compared to the control group, body weights and serum alanine aminotransferase (ALT) levels significantly increased in the HFHC diet group and HFHC + high iron diet group (Fig. 1A,B). Hepatic iron concentrations significantly increased in the high iron diet groups of both the *Mutyh*^+/−^ and *Mutyh*^−/−^ genotypes (Fig. 1C). The hepatic iron concentration in the HFHC diet group was similar to that in the mice fed the control diet in our previous report^14^, suggesting that the increased hepatic iron concentration may result from feeding with a high iron diet.

**Figure 1:**
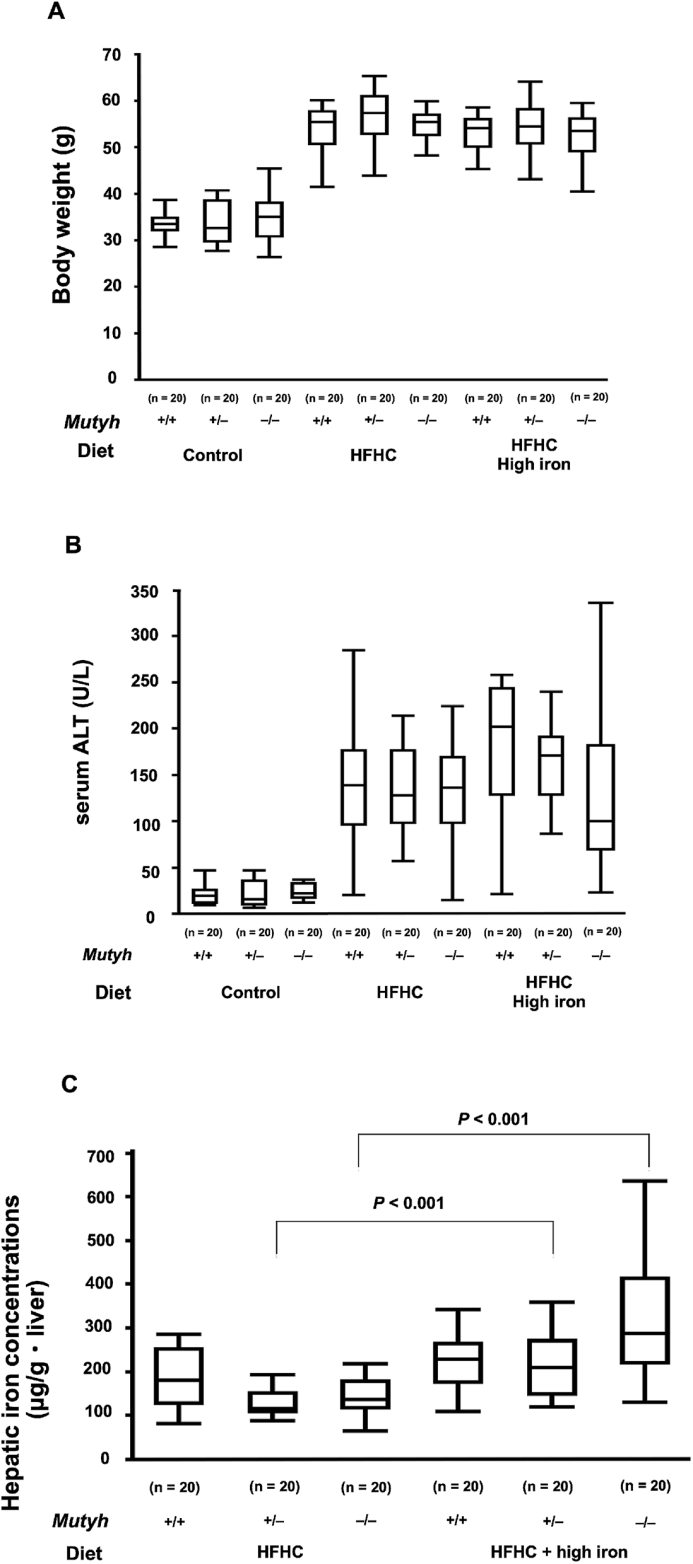
(**A**) Body weights, (**B**) serum ALT and (**C**) hepatic iron concentrations. Body weights (**A**) and serum ALT (**B**) are significantly higher in the groups fed with an HFHC diet (the HFHC diet group and the HFHC + high iron diet group) than the control group (**A**): *Mutyh*^+/+^, HFHC diet group vs. *Mutyh*^+/+^, control diet group; *P* < 0.001, *Mutyh*^+/−^, HFHC diet group vs. *Mutyh*^+/−^, control diet group ; *P* < 0.001, *Mutyh*^−/−^, HFHC diet group vs. *Mutyh*^−/−^, control diet group; *P* = 0.002, *Mutyh*^+/+^, HFHC + high iron diet group vs. *Mutyh*^+/+^, HFHC diet group; *P* = 0.0925, MUTYH^+/−^, HFHC + high iron diet group vs. *Mutyh*^+/−^, HFHC diet group; *P* = 0.5256, *Mutyh*^−/−^, HFHC + high iron diet group vs. *Mutyh*^−/−^, HFHC diet group; *P* = 0.8564) (**B**): *Mutyh*^+/+^, HFHC diet group vs. *Mutyh*^+/+^, control diet group; *P* < 0.001, *Mutyh*^+/−^, HFHC diet group vs. *Mutyh*^+/−^, control diet group ; *P* = 0.0082, *Mutyh*^−/−^, HFHC diet group vs. *Mutyh*^−/−^, control diet group ; *P* < 0.001, *Mutyh*^+/+^, HFHC + high iron diet group vs. *Mutyh*^+/+^, HFHC diet group ; *P* = 0.0232, *Mutyh*^+/−^, HFHC + high iron diet group vs. *Mutyh*^+/−^, HFHC diet group ; *P* = 0.0613, *Mutyh*^−/−^, HFHC + high iron diet group vs. *Mutyh*^−/−^, HFHC diet group ; *P* = 0.7415). Hepatic iron concentrations (**C**) are significantly higher in the high iron diet groups of mice with genotypes of *Mutyh*^+/−^ and *Mutyh*^−/−^ (*Mutyh*^+/+^, HFHC + high iron diet group vs. *Mutyh*^+/+^, HFHC diet group; *P* = 0.3359, *Mutyh*^+/−^, HFHC + high iron diet group vs. *Mutyh*^+/−^, HFHC diet group; *P* < 0.001, *Mutyh*^−/−^, HFHC + high iron diet group vs. *Mutyh*^−/−^, HFHC diet group; *P* < 0.0001). Data are shown as box plots for each group of mice. Median values are shown by the line within the box. The bottom and top edges of the boxes represent the 25th and 75th percentiles, respectively. ALT, alanine aminotransferase; HFHC, high-fat high-carbohydrate.

### Histological findings of the livers (including the degree of hepatic fibrosis) of the mice of each group

The histological features of the livers of the groups fed with an HFHC diet were characterized by prominent hepatic steatosis, associated with inflammatory infiltration and hepatocyte ballooning, regardless of a high iron diet. There was no difference between *Mutyh* genotypes (Fig. 2A). Evaluation of hepatic fibrosis by MT staining showed mild fibrosis around the central veins, portal veins, and hepatocytes (Fig. 2B). Scores for grading and staging of NASH are shown in Supplementary Table 1.

**Figure 2:**
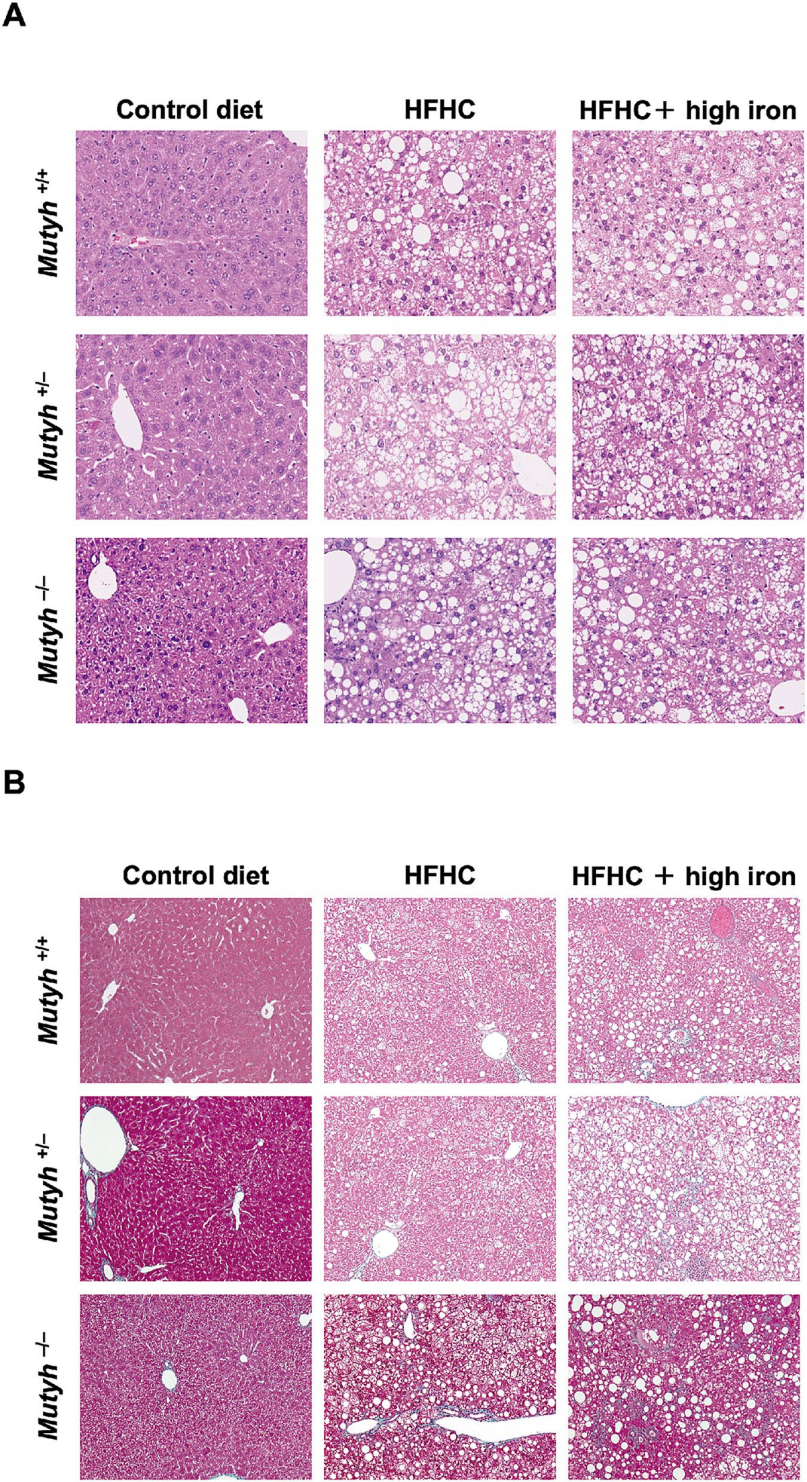
(**A**) Liver section (H&E × 100). In the groups fed an HFHC diet, prominent hepatic steatosis is seen associated with inflammatory infiltration and hepatocyte ballooning, regardless of a high-iron diet. No difference was seen between the genotypes. (**B**) Liver section (Masson trichrome stain × 100). In groups fed an HFHC diet, mild fibrosis was seen around the central veins, portal veins, and hepatocytes. HFHC, high-fat high-carbohydrate; H&E, hematoxylin & eosin.

Steatosis grade, lobular inflammation, and fibrosis stage were significantly higher in mice fed an HFHC diet or HFHC + high iron diet than those fed a control diet. There were no differences between an HFHC diet and HFHC + high iron diet, irrespective of genotype. In the mice fed an HFHC + high iron diet, intrahepatic iron deposition was observed in both the parenchyma and interstitium.

### The development of hepatic tumors in each group

The liver tumors which developed were whitish and solitary, with tumor cells with increased nucleus to cytoplasm ratios and an irregular arrangement of the hepatic cords, as observed with HE staining. Liver tumor morphology was compatible with HCC (Fig. 3). Liver tumors developed in 25% of the *Mutyh*^−/−^ HFHC + high iron diet group. The incidence of liver tumors was significantly higher in the *Mutyh*^−/−^ HFHC + high iron diet group than the *Mutyh*^+/+^ HFHC diet group or the *Mutyh*^−/−^ HFHC diet group (*Mutyh*^−/−^ HFHC + high iron diet group vs *Mutyh*^+/+^ HFHC diet group *P* = 0.0168) (Table 1). Administration of N-acetyl L-cysteine (NAC), an antioxidant known to act directly and/or by increasing intracellular GSH38, to this group (*Mutyh*^−/−^ HFHC + high iron diet group) resulted in a reduction of the incidence of liver tumors by almost half. Only one MUTYH^+/+^ mouse fed an HFHC diet developed an extrahepatic tumor, this being in the small intestine.

**Figure 3:**
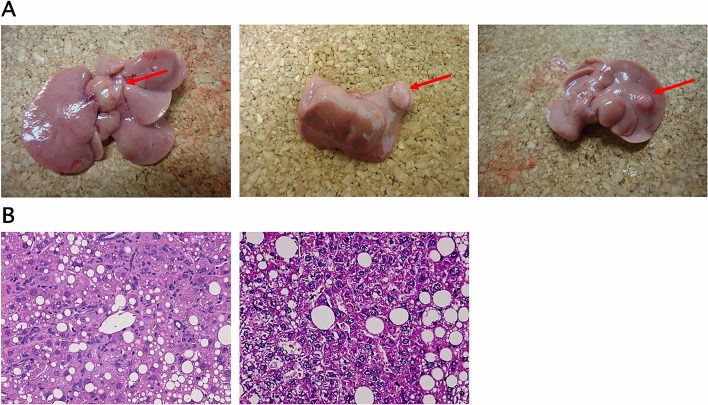
*Mutyh*^−/−^ mice fed an HFHC + high iron diet developed liver tumors. (**A**) Arrows indicate liver tumors. Gross liver appearance of *Mutyh*^−/−^ mice fed an HFHC + high iron diet, showing single tumor foci at the time of necropsy. (**B**) Liver tumor sections (H&E × 100). HFHC, high-fat high-carbohydrate; H&E, hematoxylin & eosin.

**Table 1:** Liver tumor incidence.

Feeding period	Diet	*Mutyh* Genotype	Numbers of mice	
			Total	Liver tumor
9 months	HFHC	*Mutyh*^+/+^	20	0 (0%)*
	HFHC	*Mutyh*^+/−^	20	2 (10%)
	HFHC	*Mutyh*^−/−^	20	1 (5%)
	HFHC + high iron	*Mutyh*^+/+^	20	0 (0%)
	HFHC + high iron	*Mutyh*^+/−^	20	2 (10%)
	HFHC + high iron	*Mutyh*^−/−^	20	5 (25%)*
	HFHC + high iron + NAC	*Mutyh*^−/−^	15	2 (13%)

*Chi-square test (HFHC + high iron diet *Mutyh*^−/−^ group vs HFHC *Mutyh*^+/+^ group) *P* = 0.0168.

HFHC, high-fat high-carbohydrate; NAC, N-acetyl L-cysteine.

### Immunostaining with anti-4-HNE antibody and semiquantitative analysis

The 4-HNE index, determined by anti-4-HNE immunostaining, was used to evaluate lipid peroxidation (Fig. 4A). For each genotype, the index was significantly higher in the HFHC diet groups than the control diet group (*Mutyh*^+/+^, HFHC diet group vs. *Mutyh*^+/+^, control diet group; *P* = 0.438, *Mutyh*^+/−^, HFHC diet group vs. *Mutyh*^+/−^, control diet group; *P* = 0.0441, *Mutyh*^−/−^, HFHC diet group vs. *Mutyh*^−/−^, control diet group; *P* = 0.0424) and significantly higher in the HFHC + high-iron diet groups than the HFHC diet groups (*Mutyh*^+/+^, HFHC + high-iron diet group vs. *Mutyh*^+/+^, HFHC diet group; *P* = 0.0033, *Mutyh*^+/−^, HFHC + high-iron diet group vs. *Mutyh*^+/−^, HFHC diet group; *P* < 0.0001, *Mutyh*^−/−^, HFHC + high-iron diet group vs. *Mutyh*^−/−^, HFHC diet group; *P* = 0.0013). There was no significant difference in the index according to the presence or absence of tumor development (*P* = 1.000) (Fig. 4B). These findings suggest that hepatic lipid peroxidation increased with a high iron diet, regardless of the *Mutyh* genotype.

**Figure 4:**
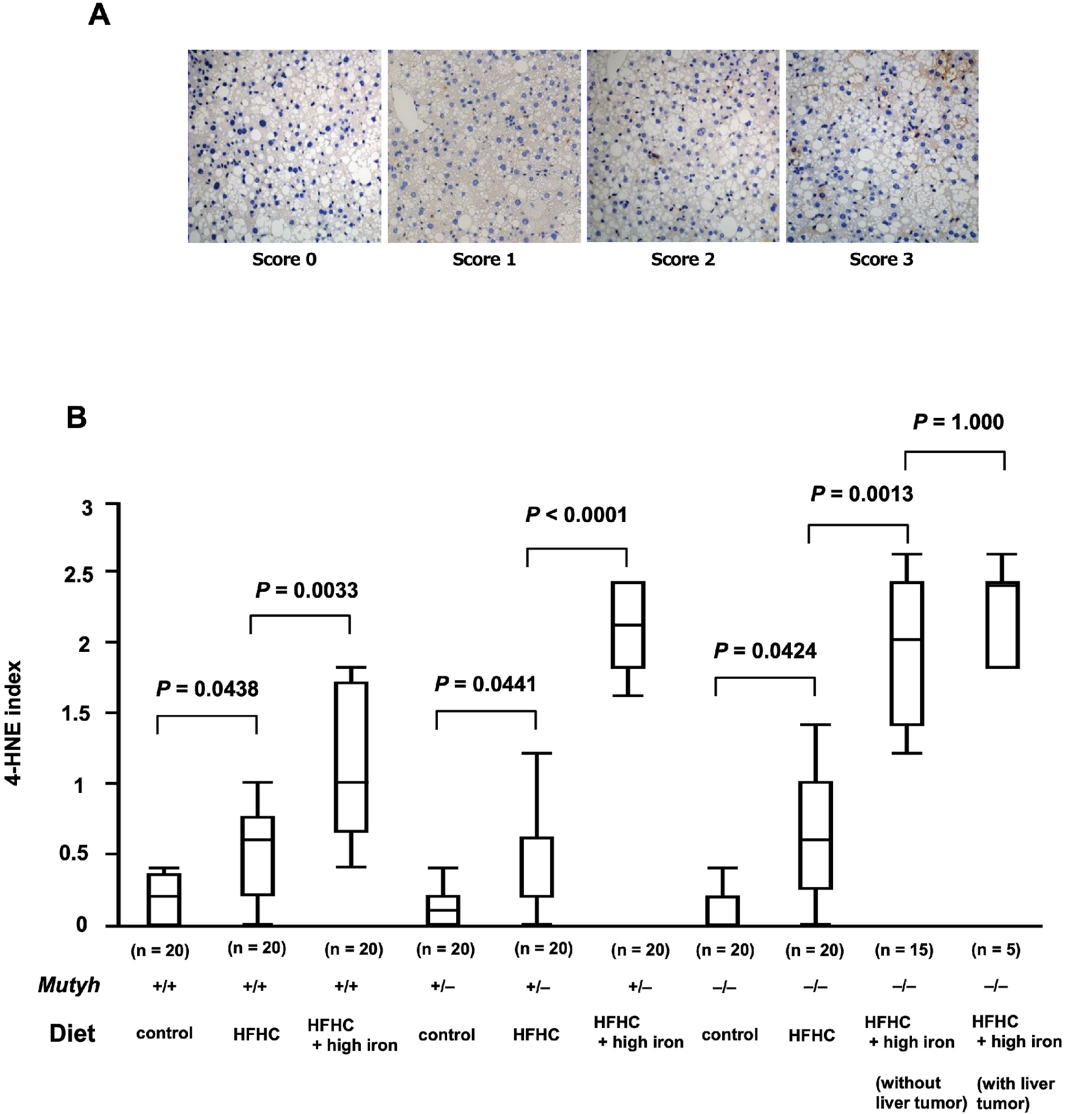
Liver sections stained with 4-HNE stain. (**A**) The intensity of 4-HNE immunostaining was scored from 0 to 3; 0 no staining, 1 mild (punctuated labeling), 2 moderate (dense labeling in a few cells), 3 strong (dense and homogenous labeling in numerous cells). At least five random fields were examined for each sample and the average of the scores was determined as the 4-HNE index. (**B**) The 4-HNE stain index. The index was significantly higher in the HFHC diet groups than the control diet group (*Mutyh*^+/+^, HFHC diet group vs. *Mutyh*^+/+^, control diet group; *P* = 0.438, *Mutyh*^+/−^, HFHC diet group vs. *Mutyh*^+/−^, control diet group; *P* = 0.0441, *Mutyh*^−/−^, HFHC diet group vs. *Mutyh*^−/−^, control diet group; *P* = 0.0424) and significantly higher in the HFHC + high-iron diet groups than the HFHC diet groups (*Mutyh*^+/+^, HFHC + high-iron diet group vs. *Mutyh*^+/+^, HFHC diet group; *P* = 0.0033, *Mutyh*^+/−^, HFHC + high-iron diet group vs. *Mutyh*^+/−^, HFHC diet group; *P* < 0.0001, *Mutyh*^−/−^, HFHC + high-iron diet group vs. *Mutyh*^−/−^, HFHC diet group; *P* = 0.0013). There was no significant difference in the index according to the presence or absence of tumor development (*P* = 1.000). Data analysed with a Kruskal–Wallis test followed by Dunn–Bonferroni test. For all data analysis *P* < 0.05 considered significant. Data are shown as box plots for each group of mice. Median values are shown by the line within the box. The bottom and top edges of the boxes represent the 25th and 75th percentiles, respectively. HFHC, high-fat high-carbohydrate; 4-HNE, 4-hydroxynonenal.

### Immunostaining with anti-8-oxo-dG antibody and semiquantitative analysis

The results of anti-8-oxo-dG immunostaining are shown in Fig. 5A. Comparison of semiquantitative analysis of anti-8-oxo-dG immunostaining showed that the 8-oxo-dG score was are significantly higher in the HFHC diet groups than the control diet groups (*Mutyh*^+/+^, HFHC diet group vs. *Mutyh*^+/+^, control diet group; *P* = 0.0048, *Mutyh*^+/−^, HFHC diet group vs. *Mutyh*^+/−^, control diet group; *P* = 0.0012, *Mutyh*^−/−^, HFHC diet group vs. *Mutyh*^−/−^, control diet group; *P* = 0.0090) and significantly higher in the HFHC + high-iron diet groups than the HFHC diet groups (*Mutyh*^+/+^, HFHC + high-iron diet group vs. *Mutyh*^+/+^, HFHC diet group; *P* < 0.0001, *Mutyh*^+/−^, HFHC + high-iron diet group vs. *Mutyh*^+/−^, HFHC diet group; *P* = 0.0020, *Mutyh*^−/−^, HFHC + high-iron diet group vs. *Mutyh*^−/−^, HFHC diet group; *P* = 0.0055). There was no significant difference in the index according to the presence or absence of tumor development *P* = 1.000) (Fig. 5B).

**Figure 5:**
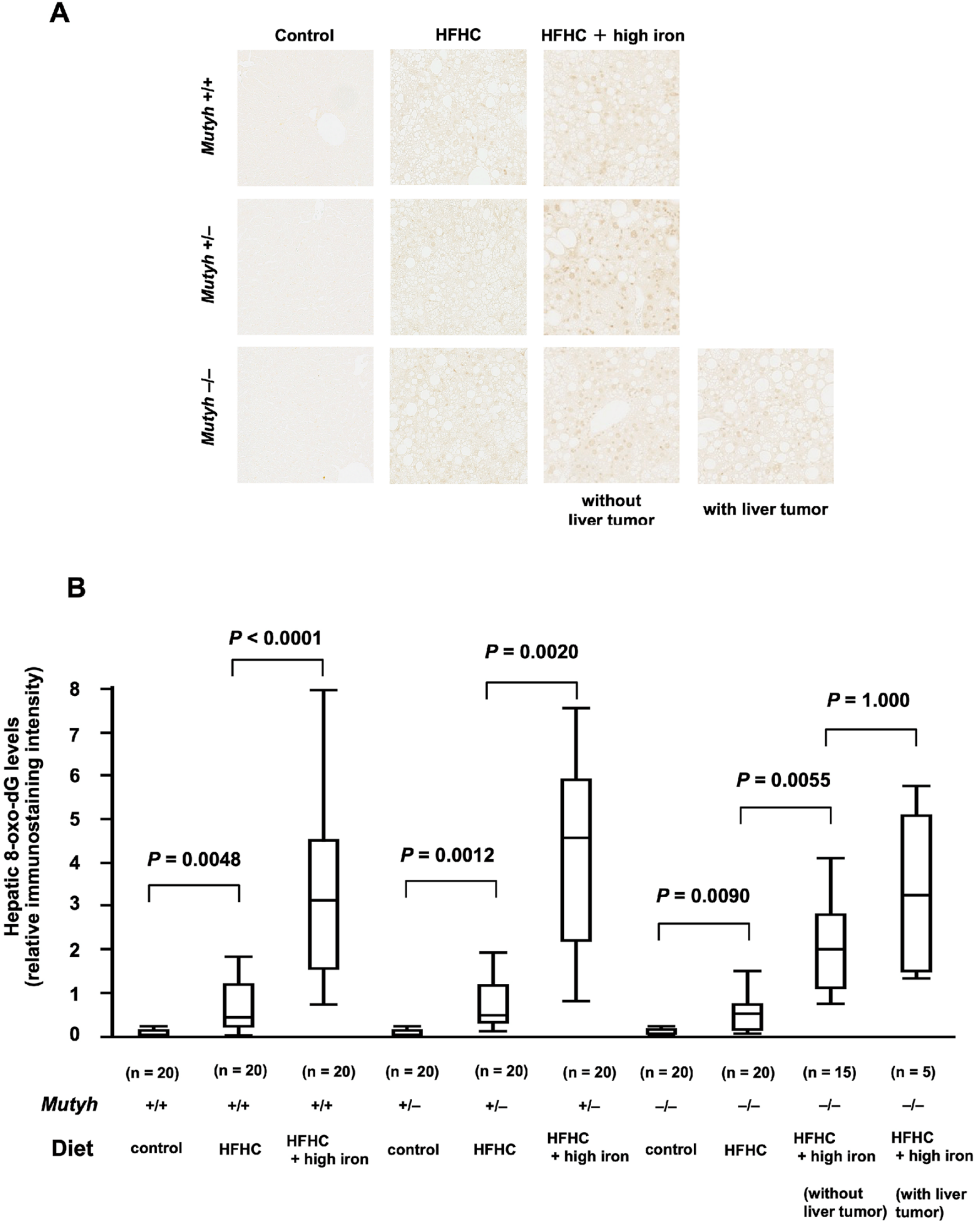
Liver sections stained with anti-8-oxo-dG antibody. (**A**) Immunostaining of mouse livers with anti-8-oxo-dG antibody. (**B**) Semiquantative score of 8-oxo-dG immunostaining. Scores were significantly higher in the HFHC diet groups than the control diet groups (*Mutyh*^+/+^, HFHC diet group vs. *Mutyh*^+/+^, control diet group; *P* = 0.0048, *Mutyh*^+/−^, HFHC diet group vs. *Mutyh*^+/−^, control diet group; *P* = 0.0012, *Mutyh*^−/−^, HFHC diet group vs. *Mutyh*^−/−^, control diet group; *P* = 0.0090) and significantly higher in the HFHC + high-iron diet groups than the HFHC diet groups (*Mutyh*^+/+^, HFHC + high-iron diet group vs. *Mutyh*^+/+^, HFHC diet group; *P* < 0.0001, *Mutyh*^+/−^, HFHC + high-iron diet group vs. *Mutyh*^+/−^, HFHC diet group; *P* = 0.0020, *Mutyh*^−/−^, HFHC + high-iron diet group vs. *Mutyh*^−/−^, HFHC diet group; *P* = 0.0055). There was no significant difference in the index according to the presence or absence of tumor development (*P* = 1.000). Data analysed with a Kruskal–Wallis test followed by Dunn–Bonferroni test. For all data analysis *P* < 0.05 considered significant. Data are shown as box plots for each group of mice. Median values are shown by the line within the box. The bottom and top edges of the boxes represent the 25th and 75th percentiles, respectively. HFHC, high-fat high-carbohydrate; 8-oxo-dG, 8-Hydroxy-2d-deoxyguanosine.

### Differentially expressed genes and Gene set enrichment analysis

To get an insight into the cause of carcinogenesis in the MUTYH-null mice, we used microarray analysis of the *Mutyh*^+/+^ HFHC diet and HFHC + high iron diet groups. 

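Liver RNA of 6 male mice was measured on 1 array per mouse. The 3 MUTYH-null mice, animals 3003, 3007 and 3008, had developed liver tumors and gave non-tumorous tissue. The 3 wild-type mice, animals 1025, 1027 and 1001, had no liver tumors. All 6 were fed the HFHC + high iron diet, with 225 mg/kg of iron, for 9 months from 8 weeks of age. The genotypes and diet are those named in the methods and the sample labels. The labels give the MUTYH-null samples the diagnosis HCC, and that their tissue was non-tumorous rests on the paper's text. Genotype and the presence of tumors went together and cannot be told apart. The probe set that names Mutyh had log2 values of 4.43, 4.65 and 4.34 in the MUTYH-null mice and 4.44, 4.36 and 4.48 in the wild-type mice. The difference was 0.05 log2, with a standard error of 0.10 (n = 3 mice per group). Here and below, differences are MUTYH-null minus wild-type, the opposite sign to Supplementary Table 2. The sign turned without mouse 3007, at -0.04. Where these probes lie in relation to the altered part of the gene is not given in the sources used here. The wild-type values were also below the median of all probe sets, 4.51 log2, where a loss may not show. The Mutyh probe set therefore checks neither genotype label. Ogg1 and Nudt1, which encode the other repair enzymes OGG1 and MTH1 for oxidized guanine, differed by 0.03 log2 (standard error 0.11) and -0.07 log2 (standard error 0.15). Each of these differences was smaller than its standard error. The sign of Ogg1 turned without mouse 3007 (-0.05) or 1027 (-0.01) and that of Nudt1 without mouse 3003 (0.07) or 1025 (0.03). The authors' RMA values, on a log2 scale, were used as they stand. Of 41345 probe sets, 23521 named exactly 1 gene, 1814 named several and 16010 named none in the probe table, which is that of a mouse array. A gene was represented by its probe set with the highest mean, which left 22180 genes. Groups were compared with limma, with Benjamini-Hochberg adjustment over all genes tested. A gene is called higher or lower below when its unadjusted p was under 0.05. Gene lists were written before the data were examined and tested with camera of limma, which compares a list with all other genes at a preset correlation of 0.01. The number of arrays limits the precision, and an exact permutation test of 3 mice against 3 cannot give a p under 0.1. The median of each array lay between 4.51 and 4.55.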

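Among genes above the median signal whose 3 MUTYH-null mice all lay on one side of the 3 wild-type mice, the largest positive difference at an unadjusted p under 0.05 was that of Cish, an inhibitor of cytokine signaling through STAT5. Cish was 6.05 ± 0.34 log2 (SD, n = 3) in MUTYH-null liver and 5.07 ± 0.46 log2 (SD, n = 3) in wild-type liver, a 1.96-fold difference, or 0.97 log2. Without mouse 1001 it was 0.71 log2. On the mean of the Cish probe sets the difference was also smaller, at -0.72 log2 taken as wild-type minus MUTYH-null. Next were Orm3, of the acute phase orosomucoid family, higher by 0.96 log2 (standard error 0.22), and Ms4a4a, a membrane protein gene, higher by 0.72 log2. The liver transcription factor gene Onecut1 was higher by 0.71 log2, the insulin-like growth factor binding protein gene Igfbp2 by 0.68 log2 and Lum, for the matrix proteoglycan lumican, by 0.62 log2. Without mouse 3007, the difference of Igfbp2 was 0.36 log2, and without mouse 1001 that of Onecut1 was 0.47 log2. On the other side, Pnpla3, a lipid droplet lipase gene induced by feeding, was 5.55 ± 0.19 log2 (SD, n = 3) in MUTYH-null liver and 6.49 ± 0.45 log2 (SD, n = 3) in wild-type liver. The cytochrome P450 genes Cyp2b9, Cyp17a1 and Cyp2b13 had differences of -0.90, -0.79 and -0.74 log2, and that of Cyp2b13 was -0.31 log2 without mouse 1025. Timd4, a marker of resident macrophages, had -0.64 log2, the thyroid hormone deiodinase gene Dio1 -0.56 log2 and the DNA polymerase gene Pole -0.52 log2. None of the 22180 genes passed an adjusted p under 0.05 with limma, and the smallest adjusted p was 0.963, which is that of each gene named above. At an unadjusted p under 0.05, 507 genes were higher and 622 lower, together 5.09% of the genes, where 5% is the share that chance gives. The 3 mice of one group did not overlap the 3 of the other in 2113 genes, which is 9.53%, where chance gives 10%. When all 41345 probe sets were tested, of which 804 repeat the values of another, 979 were higher and 1109 lower, and 2 without a gene in the probe table passed. With the repeats left out, 947 were higher and 1092 lower, and the same 2 passed. Probe set 17549150 was higher by 3.51 log2 (adjusted p = 0.00241) and probe set 17549062 by 3.42 log2 (adjusted p = 0.0128), each higher in 3 of 3 MUTYH-null mice.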

We first attempted to identify the DEGs that are highly expressed in MUTYH-null mice with an HFHC + high iron diet (Supplementary Table 2). 

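Immunoglobulin genes made up 3 of the 30 genes with the largest positive difference at an unadjusted p under 0.05. The heavy chain variable gene Ighv1-53 was higher by 1.98 log2 (standard error 0.84), and the kappa chain variable genes Igkv4-59 and Igkv4-72 by 1.54 log2 (standard error 0.38) and 1.42 log2 (standard error 0.51). Mouse 3008 had the highest value of all 6 mice for each of them, at 9.88 log2 for Ighv1-53, against 7.42 log2 in mouse 3007 and 5.80 log2 in mouse 3003. The wild-type mice lay between 5.53 and 5.85 log2. Without mouse 3008, the difference of Ighv1-53 was 0.89 log2, that of Igkv4-72 was 0.81 log2 and that of Igkv4-59 was 1.14 log2. Of the 20 immunoglobulin genes measured, 17 had a positive difference, 4 were higher and none was lower, and none passed when adjusted over the list alone. As a list they were higher (camera adjusted p = 1.4e-07; adjusted p = 0.526 with an estimated correlation), over a range of 1.08e-13 to 0.589 in all settings. The mean difference over the list was 0.64 log2 (standard error 0.39; exact permutation test, two-sided p = 0.2) and 0.27 log2 without mouse 3008. Mouse 3008 was the highest of the 6 in 13 of the 20 genes, mouse 3007 in 3, mouse 3003 in 1 and a wild-type mouse in the other 3. Jchain, which encodes the chain that joins secreted IgA and IgM, was 7.47 log2 in mouse 3008 and between 4.21 and 5.32 log2 in the other 5 mice, a difference of 1.40 log2, or 0.58 log2 without mouse 3008. The constant region gene Ighm was 11.30 log2 in mouse 3008 and between 8.34 and 9.43 log2 in the others. Of 14 plasma cell markers, Prdm1, a transcription factor gene of plasma cells, was higher by 0.36 log2 and Sdc1, which is also abundant in hepatocytes, had -0.31 log2. Without mouse 1001 Prdm1 had 0.23 log2 and without mouse 1027 Sdc1 had -0.20 log2. Neither passed when adjusted over the list alone, and the plasma cell markers had a camera adjusted p of 0.191. Of 18 B cell markers, none was higher or lower, at a camera adjusted p of 0.547, and the direction of that list turned without mouse 3008 (adjusted p = 0.0523) and without mouse 1001 (adjusted p = 0.971), the lowest and highest of all settings. By Fisher's exact test, two-sided, 3 of 30 against 20 of 22180 genes gave p = 2.51e-06, although immunoglobulin segments share probe sequence and are not independent. That test counts genes and not mice, so its p does not measure the variation between mice. The count of 3 became 7 without mouse 3003, 5 without mouse 3007, and 1 without mouse 1027, without mouse 1001, with a robust variance trend or when genes were ranked by moderated t.

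**Figure D1:**
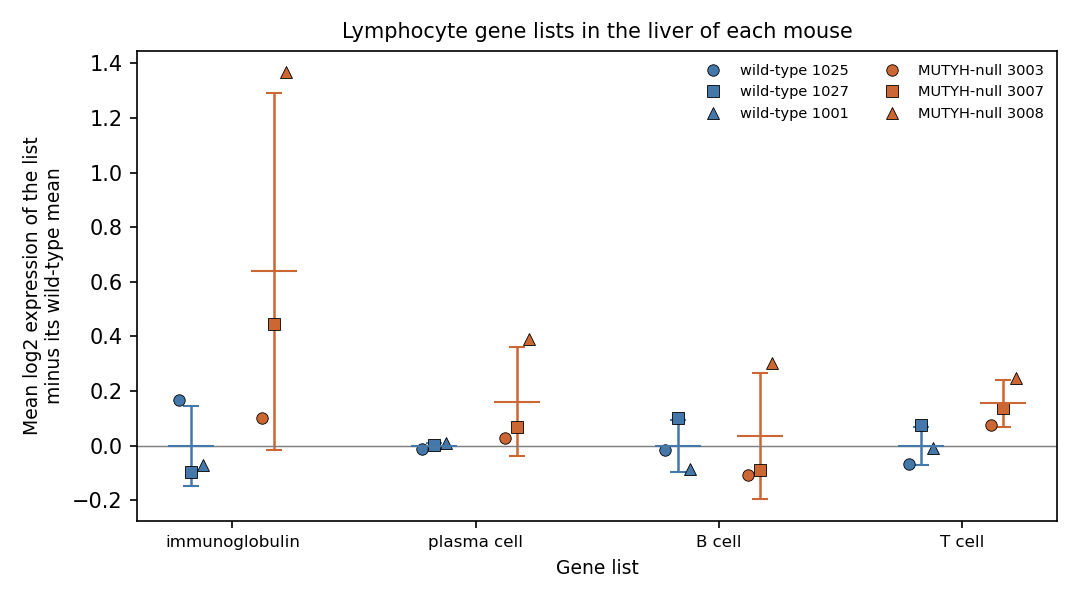
Mean log2 expression of 4 gene lists in the liver of each mouse, minus the wild-type mean of the list; points are mice, horizontal bars group means and error bars SD (n = 3). Mouse 3008 lies at 1.37 for the immunoglobulin genes, mice 3007 and 3003 at 0.45 and 0.10, and the wild-type mice between -0.10 and 0.17.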

Unexpectedly, most of the highly expressed genes were immunoglobin-related genes, suggesting that B lymphocytes or plasma cells had infiltrated into the liver tissues of the MUTYH-null mice with an HFHC + high iron diet. 

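Myc, which encodes a transcription factor of cell growth, was 6.56, 6.75 and 7.90 log2 in MUTYH-null mice 3003, 3007 and 3008 and 6.62, 5.67 and 6.02 log2 in wild-type mice 1025, 1027 and 1001. The means were 7.07 ± 0.72 log2 (SD, n = 3) and 6.10 ± 0.48 log2 (SD, n = 3), a 1.95-fold difference. The difference of 0.97 log2 had a standard error of 0.36 and an adjusted p of 0.963 from limma. The groups overlapped, since mouse 3003 lay below mouse 1025 (exact permutation test, two-sided p = 0.2). Without mouse 3008, the difference was 0.55 log2. Immediate early genes, which cells transcribe within minutes of a stimulus, were higher as a list (camera adjusted p = 0.0203; adjusted p = 0.531 with an estimated correlation). Of 26 measured, 4 were higher and none was lower, with none passing when adjusted over the list alone. Besides Myc these were Socs3, a feedback inhibitor of cytokine signaling, by 0.38 log2, the growth arrest and DNA damage gene Gadd45g, by 0.73 log2, and Phlda1, by 0.71 log2. Gadd45g had 0.42 log2 without mouse 1001 and Phlda1 0.46 log2 without mouse 3008. The call ended without mouse 3003 (adjusted p = 0.155), 3007 (adjusted p = 0.128), 1025 (adjusted p = 0.0817) or 1001 (adjusted p = 0.0898), and with camera on ranks (adjusted p = 0.0534). Over all settings tried it lay between 0.000969 and 0.631. Of 37 MYC target genes, Tfb2m and Ppan, which act in mitochondrial transcription and ribosome assembly, were higher, by 0.27 and 0.35 log2, or by 0.05 and 0.09 log2 on the mean of each gene's probe sets. None was lower and none passed when adjusted over the list alone. The median of this list was -0.04 log2 and its camera adjusted p was 0.644, with the direction of the test turning without mouse 3008 (adjusted p = 0.572) and without mouse 1001 (adjusted p = 0.680), over a range of 0.128 to 0.956 in all settings.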

Interestingly, *Myc* mRNA was found to be elevated in MUTYH-null mice with an HFHC + high iron diet. We next conducted pathway analysis using GSEA (Table 2). 

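An enrichment score was computed for 4 lists written after the Hallmark sets of Table 2, from memory of the published sets, so their members may differ from those sets. Genes were ranked by signal-to-noise, and scores were normalized over all 20 assignments of the 6 arrays to 2 groups of 3. The normalized enrichment score was -1.58 for cholesterol homeostasis, 1.49 for apical junction, 1.44 for Wnt/β-catenin signaling and 1.41 for IL-2/STAT5 signaling. The exact permutation p was 0.1 for each, one-sided among scores of the same sign, and it is the smallest that these assignments can give. The genes that made up the score of Wnt/β-catenin signaling were 7 of its 39 members, namely Myc, the Wnt inhibitor genes Dkk1 and Dkk4, and the Notch pathway genes Hey1, Hey2, Jag2 and Rbpj. For cholesterol homeostasis they were 24 of 70 members, among them Hmgcs1, Fdft1, Sqle and Lss of sterol synthesis. For IL-2/STAT5 signaling they were 70 of 183 members, led by Cish, Myc and Muc1, and for apical junction 65 of 185 members, led by Adamts5, Pdzd3 and Cldn8. Against 1000 random gene sets of equal size, the permutation p was 0.333 for Wnt/β-catenin signaling, 0.131 for cholesterol homeostasis, 0.00403 for IL-2/STAT5 signaling and 0.0301 for apical junction. Random sets vary the genes and not the mice, so these p do not measure the variation between mice. With genes ranked by moderated t, the score of Wnt/β-catenin signaling was 0.996. With each mouse left out, it lay between 1.16, without mouse 3008, and 1.48, without mouse 1001, on signal-to-noise. On the moderated t ranking it lay between -0.849, without mouse 1027, and 1.06, without mouse 1001, and that of apical junction was 0.921 without mouse 1027. Of 894 Reactome sets, camera called 35 lower and 4 higher at an adjusted p under 0.05, and none with an estimated correlation, where the smallest adjusted p was 0.909. The lowest p belonged to activation of gene expression by SREBF, the transcription factors of sterol and fatty acid synthesis (adjusted p = 3.1e-05; adjusted p = 0.909 with an estimated correlation). Regulation of cholesterol biosynthesis by SREBF, cholesterol biosynthesis and activation of the pre-replicative complex, a step of DNA replication, followed (camera adjusted p = 0.000107 each). The number called was 15 without mouse 3007, 62 without mouse 3008, 23 without mouse 1025 and 13 without mouse 1001.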

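Genes of the cholesterol homeostasis list were lower in MUTYH-null liver as a group (camera adjusted p = 0.00901; adjusted p = 0.438 with an estimated correlation). Of its 70 measured genes, 8 were lower and none was higher, and none passed when adjusted over the list alone. The 4 with the strongest test were Fasn, the fatty acid synthase gene, at 10.88 ± 0.09 log2 against 11.31 ± 0.19 log2 (SD, n = 3 each), Gstm2, a glutathione transferase gene, at -0.46 log2, Acss2, for an enzyme that makes acetyl-CoA, at -0.37 log2, and Lss, for lanosterol synthase, at -0.34 log2. Pmvk, of the mevalonate pathway, had -0.29 log2, and Sqle, which encodes squalene epoxidase, -0.27 log2. The call ended without mouse 3007 (adjusted p = 0.0658), over a range of 0.00121 to 0.438 in all settings. In a separate list of sterol synthesis genes, the targets of SREBP2, 6 of 22 were lower and none was higher, with none passing when adjusted over the list alone. Besides Lss, Pmvk and Sqle these were Insig1, which restrains sterol synthesis, at -0.28 log2, Mmab, of cobalamin metabolism, at -0.29 log2, and the retinol dehydrogenase gene Rdh11 at -0.35 log2. As a list they were lower (camera adjusted p = 1.4e-07; adjusted p = 0.526 with an estimated correlation), over a range of 1.76e-10 to 0.529 in all settings. The mean difference was -0.18 log2 (standard error 0.07; exact permutation test, two-sided p = 0.1). Hepatocyte markers, of which 19 were measured, had a mean difference of 0.01 log2 and a camera adjusted p of 0.547, with none higher or lower.

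**Figure D2:**
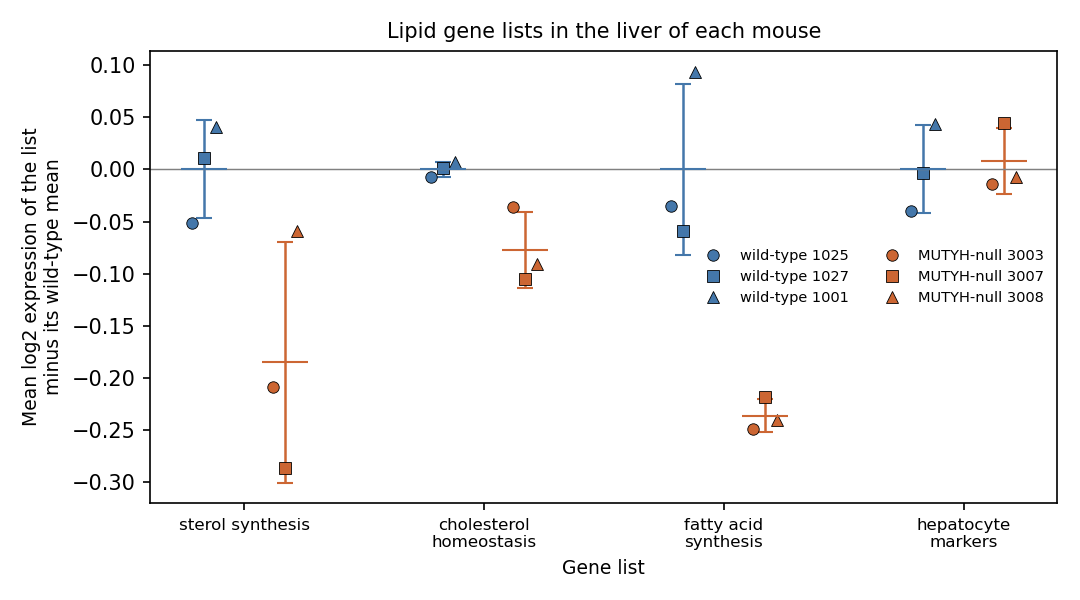
Mean log2 expression of 4 gene lists in the liver of each mouse, minus the wild-type mean of the list; points are mice, horizontal bars group means and error bars SD (n = 3). For sterol synthesis, mice 3007, 3003 and 3008 lie at -0.29, -0.21 and -0.06 and the wild-type mice between -0.05 and 0.04.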

Interestingly, cholesterol homeostasis differed between the wild-type and MUTYH-null mice with an HFHC + high iron diet. Moreover, consistent with the DEGs, genes involved in interleukin (IL)-2/STAT5 signaling was enriched in MUTYH-null mice with liver tumors, indicating that immunological activity in liver could be enhanced in MUTYH-null mice with an HFHC + high iron diet, compared to the wild type. 

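Of 183 measured genes of the IL-2/STAT5 list, 9 were higher and 1 was lower in MUTYH-null liver, and none passed when adjusted over the list alone. Praf2, a membrane trafficking gene, was higher by 0.41 log2 (standard error 0.08), Muc1, an epithelial mucin gene, by 0.57 log2 and Il10ra, an interleukin-10 receptor gene, by 0.30 log2. Without mouse 1001, Muc1 had 0.35 log2. The lower gene was Car2, a carbonic anhydrase gene, at -0.34 log2. A positive difference was found in 118 of the 183 genes, with a mean of 0.05 log2 over the list (camera adjusted p = 0.0131; adjusted p = 0.438 with an estimated correlation). The call ended without mouse 3003 (adjusted p = 0.0598), 3007 (adjusted p = 0.0704) or 1001 (adjusted p = 0.124), over a range of 0.00608 to 0.568 in all settings. T cell markers were higher as a list (camera adjusted p = 0.00244; adjusted p = 0.438 with an estimated correlation), with 2 of 16 higher, none lower and none passing when adjusted over the list alone. These were Lat, of T cell receptor signaling, by 0.32 log2 and the interleukin-7 receptor gene Il7r by 0.30 log2, and the adjusted p of the list ranged from 0.000473 to 0.529 in all settings. Of 8 T cell receptor genes, 1 was higher and 1 was lower, at a camera adjusted p of 0.978. Interferon gamma and MHC class II genes were higher as a list (camera adjusted p = 0.00855; adjusted p = 0.746 with an estimated correlation). The mean difference of that list was 0.13 log2 with a standard error of 0.15 (exact permutation test, two-sided p = 0.5). Of 25 measured, Gbp11, a guanylate binding protein gene, was higher by 0.76 log2 and H2-Aa, an MHC class II gene, by 0.44 log2, while Gbp6 had -0.29 log2, and none passed when adjusted over the list alone. Without mouse 1001, Gbp11 had 0.45 log2 and H2-Aa 0.23 log2. This call ended without mouse 3007 (adjusted p = 0.533) or 1001 (adjusted p = 0.273), over a range of 1.96e-05 to 0.906 in all settings.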

Importantly, the pathway Wnt/β-catenin signaling and apical junctions that correlated with carcinogenesis were enriched in MUTYH-null mice with an HFHC + high iron diet. 

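Of 39 measured genes of the Wnt/β-catenin list, Dkk1, a secreted Wnt inhibitor induced by the pathway, and Myc were higher, none was lower and none passed when adjusted over the list alone. Dkk1 was 4.86 ± 0.07 log2 in MUTYH-null liver and 4.60 ± 0.10 log2 in wild-type liver (SD, n = 3 each). The list as a whole had 17 genes with a positive and 22 with a negative difference, a median of -0.02 log2 and a mean of 0.02 log2, and the test gave the sign of the mean (camera adjusted p = 0.903). The direction of the test turned with dim genes left out (adjusted p = 0.806), after another quantile normalization (adjusted p = 0.935), with camera on ranks (adjusted p = 0.928), with fry (adjusted p = 0.956), and without mouse 3007 (adjusted p = 0.906) or 1027 (adjusted p = 0.787). Over these and the other settings tried, the adjusted p lay between 0.664 and 0.997. Of 185 measured genes of the apical junction list, the thrombospondin gene Thbs3 and Adamts5, a matrix protease gene, were higher by 0.34 and 0.55 log2, and Adamts5 had 0.34 log2 without mouse 3007. The integrin gene Itga3 and Insig1 had -0.36 and -0.28 log2, and none of the 4 passed when adjusted over the list alone. A positive difference was found in 113 genes, with a mean of 0.03 log2 and a camera adjusted p of 0.0542. The adjusted p was under 0.05 with a robust variance trend (0.0368), array weights (0.0476) or ranks (0.0334), and without mouse 3008 (0.0297) or 1025 (0.0176). Over all settings it lay between 0.0176 and 0.631. From its results together, the paper proposes that oxidative damage and aberrant Wnt/β-catenin signaling could disturb functions such as apical junctions, and that tumors could therefore arise more often in these mice.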

Remarkably, the *Myc* gene mentioned above is one of the targets of the Wnt/β-catenin signaling pathway. It was confirmed by quantitative reverse transcription-PCR that *Myc* expression was increased in the non-tumorous hepatic tissue of MUTYH-null mice fed an HFHC + high-iron diet and which developed liver tumors (Fig. 6). Collectively, oxidative damage, as well as aberrant Wnt/β-catenin signaling, could disturb cellular functions, such as apical junctions, thereby, carcinogenesis in MUTYH-null mice with an HFHC + high iron diet could develop rather more frequently than in the control group.

**Table 2:** Summary of results of GSEA.

	NES	NOM *P* value	FDR Q-value
Hallmark cholesterol homeostasis	– 1.634014	0.000000	0.144963
Hallmark Wnt/β-catenin signaling	1.387922	0.000000	1.000000
Hallmark apical junction	1.378887	0.000000	1.000000
Hallmark IL-2 STAT5 signaling	1.356143	0.000000	0.906580

GSEA was conducted using the open source software GSEA 3.0. Summary of results of GSEA showing a *P* value < 0.00001 or *Q*-value < 0.25.

FDR, false discovery rate; *GSEA,* gene set enrichment analysis; IL, interleukin; NES, normalized enrichment score; NOM, nominal.

**Figure 6:**
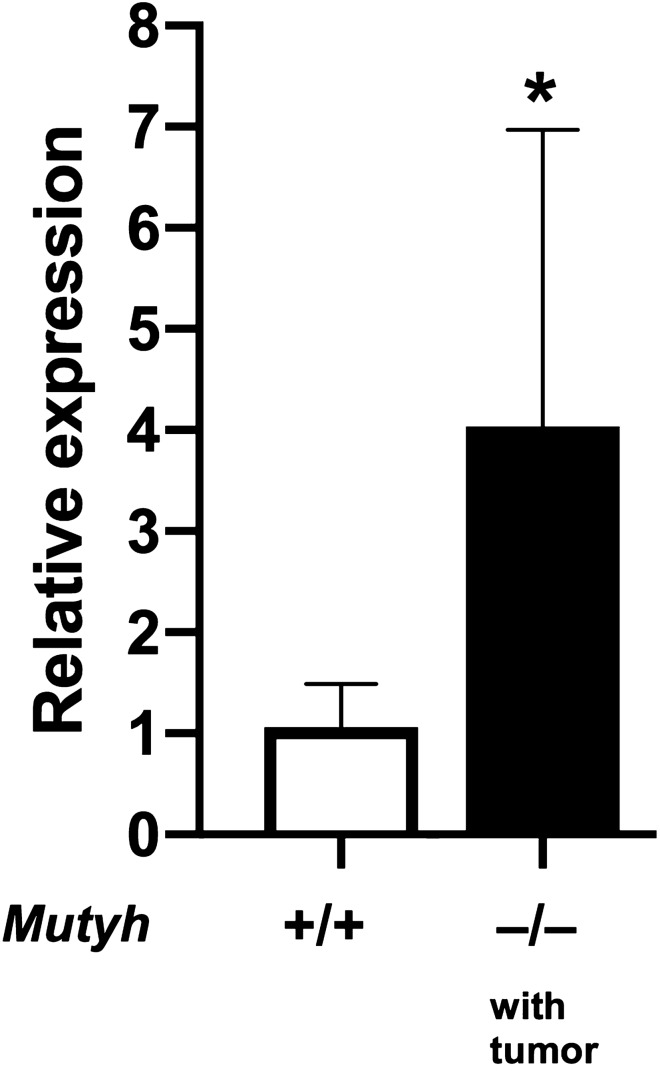
Expression of *Myc* mRNA in non-tumorous hepatic tissue of each groups evaluated by qRT-PCR. Increased *Myc* expression in non-tumorous hepatic tissue of MUTYH-null mice with an HFHC + high-iron diet with liver tumor. Data are the mean of five samples. Error bars represent the SD. * Indicates a significant change (*P* = 0.0318).

## Discussion

Although it has been shown that oxidative stress is involved in hepatocarcinogenesis in patients with NASH^7,8^, the effects of deficiency of enzymes that repair oxidative DNA damage induced by ROS have not yet been investigated. We examined whether MUTYH deficiency was involved in hepatocarcinogenesis induced by oxidative stress using a NASH model of MUTYH-null mice. Although it has been reported that tumors of the small intestine develop spontaneously in these animals after 18 months, no HCC was observed^22^. We previously reported that development of liver tumors was seen in about one-third of the animals at 12 months in the *Mutyh*^−/−^ high iron diet group. In this study, we demonstrate that liver tumors developed in mice with MUTYH deficiency at 9 months, which is earlier than in mice without an HFHC diet. The incidence of liver tumors was highest in the *Mutyh*^−/−^ HFHC + high iron diet group. Although the incidence was not significant compared to that of *Mutyh*^+/+^ mice, liver tumors developed in a few *Mutyh*^+/–^ mice fed an HFHC diet alone, as well as those fed an HFHC + high iron diet. This may be related to the finding that the livers of mice in the HFHC diet group also had mild, yet more significant, oxidative stress than the mice in the control diet group. The partial MUTYH deficiency may also have been a contributing factor.

To date, there have been many reports on the NASH model mouse but only a few faithfully model the disease process of NASH in humans. Metabolome analysis and transcriptional analysis of these mouse models have shown that the mouse model that most faithfully models NAFLD in humans is the high fat diet (HFD) mouse, although hepatocarcinogenesis has not been observed in these mice^23,24^. Although there have been several reports of murine models in which HCC develops in the liver affected by NASH, the STAM mouse and methionine and choline deficient mouse were considered inappropriate as a model to investigate hepatocarcinogenesis in patients with NASH because these mice showed weight loss due to their abnormal metabolism^25,26^. The NASH model mouse used in the present study seems appropriate for investigating hepatocarcinogenesis induced by decreased MUTYH activity.

Liver tumors do not belong to the characteristic tumor spectrum of MUTYH associated polyposis (MAP) patients. However, there have been reports of the association between MUTYH mutations and liver tumors. Baudhuin et al. compared the percentage of patients with HCC or cholangiocarcinoma who had the MUTYH Y165C and G382D mutations with a non-cancerous control group and reported that there was no significant difference in the frequency of MUTYH mutations between the two groups^18^. Casper et al. investigated the G396D and Y179C mutations, which are the MUTYH hotspot mutations, in Caucasian patients with cholangiocarcinoma and found that the percentage of patients with the mutations was not significantly higher than the control group^19^. On the other hand, Win et al. screened DNA from the first- and second-degree relatives of incident colorectal cancer cases for known MUTYH mutations and found a higher risk of developing liver tumors in those with biallelic and monoallelic MUTYH mutations^20^. We previously investigated the relationships between single nucleotide polymorphisms (SNPs) of genes encoding these enzymes and hepatocarcinogenesis in patients with chronic hepatitis C and identified a SNP of *MUTYH* (minor allele at rs3412958), which reduces *MUTYH* expression, as an independent risk factor for hepatocarcinogenesis^21^. These reports and the findings of this study suggest that MUTYH activity is involved in hepatocarcinogenesis in NASH patients. Further investigation, based on large-scale cohort studies, is required to confirm these findings.

The percentage of positive iron staining in NAFLD cases was reported as 47% by Eder et al., 48% by Hoki et al*.*, 41% by Keith et al*.*, and 68% by Sumida et al.^9,27–29^. These amounts of staining do not represent the severe iron deposition as seen in hemochromatosis but the mild or moderate degrees of hepatic iron accumulation that are common in NAFLD patients^9,22,23^. To overcome the difference between this NASH model mouse and NASH with hepatic iron accumulation in humans, we also examined hepatocarcinogenesis in a model based on feeding a high iron diet to mice on an HFHC diet, so as to induce mild or moderate degrees of hepatic iron accumulation. The amount of iron in the diet was adjusted to achieve mild or moderate degrees of hepatic iron accumulation, as seen in chronic liver diseases according to a previous report^30^. MUTYH deficiency and high iron diet alone required 12 months for hepatocarcinogenesis to develop after the start of intervention^21^; however, we observed the development of liver tumors in a quarter of NASH model *Mutyh*^−/−^ mice, associated with excessive iron in the liver. These results raise the possibility that excessive iron and MUTYH deficiency could be risk factors even for hepatocarcinogenesis in patients with NASH with hepatic iron accumulation.

In the present study, microarray analysis was carried out on non-tumorous liver tissues from MUTYH-null mice with the development of liver tumors and from wild-type mice without the development of liver tumors. 

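In addition to the Wnt/β-catenin list, genes that β-catenin maintains in hepatocytes around the central vein were examined. Of 27 measured, 3 were lower in MUTYH-null liver, namely Slc13a3, a dicarboxylate transporter gene, at -0.31 log2 (standard error 0.08), Lect2, a secreted hepatocyte protein gene, at -0.28 log2, and the cytochrome P450 gene Cyp1a2 at -0.31 log2, or -0.17 log2 without mouse 1001. Myc, also on this list, was the 1 higher gene, and none passed when adjusted over the list alone. As a list they were lower (camera adjusted p = 0.0203; adjusted p = 0.603 with an estimated correlation). The mean difference was -0.07 log2 with a standard error of 0.08 (exact permutation test, two-sided p = 0.4). Mouse 3008 lay 0.08 log2 above the wild-type mean, higher than each wild-type mouse. The call ended without mouse 3003 (adjusted p = 0.639), 3007 (adjusted p = 0.0618), 1027 (adjusted p = 0.0505) or 1001 (adjusted p = 0.0735), over a range of 0.000598 to 0.639 in all settings. Ctnnb1, which encodes β-catenin, was 8.70 ± 0.04 log2 in MUTYH-null and 8.74 ± 0.06 log2 in wild-type liver (SD, n = 3 each).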

GSEA analysis identified the Wnt/β-catenin signaling pathway and *Myc*, a target gene for Wnt signaling, as one of the DEGs, suggesting a constitutive activation of this pathway. The *CTNNB1* gene mutation has been reported in 20–30% of HCC^31,32^. It is noteworthy that *Ctnnb1* mutations were significantly increased in intestinal tumors developed in MUTYH-null mice, suggesting that Wnt/β-catenin signaling pathway is a common target in tumors induced by MUTYH deficiency^33^. We also found a different cholesterol metabolism, suggesting that lipid metabolism could be altered in MUTYH-null mice, although further investigation is required to elucidate the relationship between ROS production and liver dysfunction.

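Of 22 measured genes of fatty acid synthesis, 6 were lower in MUTYH-null liver, none was higher, and 4 of the 6 passed when adjusted over the list alone. These 4 were Pnpla3, Fasn, Acss2 and Acly, for the enzyme that makes cytosolic acetyl-CoA from citrate, which was at -0.35 log2 (standard error 0.09). The other 2 were Gpam, for the acyltransferase that starts triglyceride synthesis, at -0.36 log2, and malic enzyme gene Me1 at -0.44 log2. The mean difference over the list was -0.24 log2 (standard error 0.05; exact permutation test, two-sided p = 0.1), and 21 of the 22 genes had a negative difference (camera adjusted p = 1.4e-07; adjusted p = 0.143 with an estimated correlation, the highest of all settings, the lowest being 1.07e-11). Genes of fatty acid oxidation, the targets of PPARα, were lower as a list (camera adjusted p = 0.0159; adjusted p = 0.746 with an estimated correlation). The mean difference of that list was -0.11 log2 with a standard error of 0.09 (exact permutation test, two-sided p = 0.4). Of 26 measured, 3 were lower, none was higher and none passed when adjusted over the list alone. These were Acaa1b, of peroxisomal β-oxidation, at -0.30 log2, Hadhb, of mitochondrial β-oxidation, at -0.26 log2, and the acyl-CoA thioesterase gene Acot3 at -0.34 log2, or -0.22 log2 without mouse 3007. The call ended without mouse 3007 (adjusted p = 0.326) or 1001 (adjusted p = 0.605), over a range of 0.00288 to 0.747 in all settings. Of 20 genes of bile acid synthesis and cholesterol export, none was higher or lower (camera adjusted p = 0.798).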

In conclusion, we used a mouse model to demonstrate that decreased MUTYH activity may be involved in hepatocarcinogenesis in some patients with NASH. However, not only the role of monoallelic MUTYH variants, but also the role of other repair enzymes for oxidative DNA damage in hepatocarcinogenesis in NASH patients with iron overload must be evaluated in large cohorts.

## Methods

### Mice

*Mutyh*^+/−^ mice were established as previously described^22^. The *Mutyh*^+/−^ mice were crossbred with C57BL/6 mice for at least 10 generations, then inbred to establish wild-type (*Mutyh*^+/+^), heterozygous (*Mutyh*^+/−^), and MUTYH-null (*Mutyh*^−/−^) mice. All animals were generated and kept in a specific pathogen free (SPF) area. Handling and sacrifice of all animals were done according to the nationally—prescribed guidelines and ethical approval for the studies was granted by the Animal Care and Use Committee of Sapporo Medical University (number of ethics approval 17-053).

### Dietary interventions

The male 8 weeks old mice were fed three types of diet, control diet, high-fat high-carbohydrate (HFHC) diet, and HFHC + high iron diet. The HFHC diet comprises Surwit diet (D12330, Research Diets Inc. New Brunswick, NJ) plus water containing 55% fructose and 45% sucrose^34^. The amount of iron given was 45 mg/kg (D12041503, Research Diets Inc. New Brunswick, NJ) in the control diet, whereas it was 225 mg/kg diet in the high iron diet^30^. In addition, N-acetyl L-cysteine (NAC) (0.2 mg/kg diet) was given to mice in the groups showing a significantly higher incidence of liver tumors.

### Sacrifice, blood tests and tumor development

All mice were sacrificed at 9 months after dietary intervention. Venous blood was taken immediately after sacrifice. Complete blood counts and alanine aminotransferase (ALT) levels were measured at Kishimoto Clinical Laboratory, Inc. (Sapporo, Japan). At the time of sacrifice, all organs, including the liver, gastrointestinal tract (stomach, duodenum, small intestine, and colorectum), kidneys, lungs, and heart were carefully inspected macroscopically for the development of tumors. The liver was fixed in 4% formaldehyde.

### Measurements of hepatic iron concentration

Hepatic iron concentrations were measured as described previously^14,35^. For sample preparation, tissue was dried at 120 °C for 24 h, homogenized and digested using nitric acid and sulphuric acid (1.0 mL of 1 N HNO_3_ and 1.0 mL of 1 NH_2_SO_4_ per 0.1 g dry tissue) while heating. After dilution with de-ionized water (9.0 mL de-ionized water per 1.0 mL of 1 N HNO_3_) and centrifugation at 3000 rpm for 10 min, iron levels were determined using an atomic absorption spectrometer (AAnalyst 800, Perkin Elmer, Norwalk, CT).

### Liver histology and immunostaining

The formalin-fixed liver tissues were stained with hematoxylin & eosin (H&E), Masson trichrome (MT) stains and Berlin blue stain. In addition, the formalin-fixed paraffin embedded specimens were stained (as defined in the manufacturer’s staining protocol) on a BOND-MAX fully automated staining system (Leica Microsystems GmbH, Germany), using 0.5 µg/mL anti-4-hydroxynonenal (4-HNE) monoclonal antibody (Japan Institute for the Control of Aging, Fukuroi, Japan) and anti-8-Hydroxy-2′-deoxyguanosine (8-oxo-dG) antibody (Japan Institute for the Control of Aging, Fukuroi, Japan). Universal negative control for IR-series mouse primary antibody (Dako, Glostrup, Denmark) was used as the negative control.

### Scores for grading and staging of NASH

Liver sections were scored for steatosis grade, lobular inflammation, and fibrosis stage as described previously^32,36^. The steatosis grade was scored from 0 to 3; 0 (none), 1 (< 33% of the lobes), 2 (33–66% of the lobes), and 3 (> 66% of the lobes). Lobular inflammation was scored from 0 to 3; 0 (none), 1 (< 2 foci / field × 200), 2 (2–4 foci / field × 200), and 3 (≥ 5 foci / field × 200). Fibrosis stage was scored from 0 to 4; 0 (none), 1 (zone 3 perivenular perisinusoidal/pericellular fibrosis), 2 (stage 1 and focal or extensive periportal fibrosis), 3 (bridging fibrosis), and 4 (cirrhosis).

### Semi-quantitative assessment of 4-HNE immunostaining

The intensity of 4-HNE immunostaining was scored from 0 to 3, as previously described^7,37^; 0 no staining, 1 mild (punctuated labeling), 2 moderate (dense labeling in a few cells), and 3 strong (dense and homogenous labeling in numerous cells). At least five random fields were examined for each sample and the average of the scores was determined as the 4-HNE index.

### Semi-quantitative assessment of 8-oxo-dG immunostaining

Semi-quantitative assessment of 8-oxo-dG immunostaining was performed as described previously^6,14^. In brief, immunohistochemical analysis of formalin-fixed, paraffin-embedded tissue samples was performed using an avidin–biotin–peroxidase complex technique after microwave antigen retrieval. Sections (4 µm) were successively treated with blocking solution, 1 µg/mL anti-8-oxo-dG monoclonal antibody or normal mouse IgG (Dako, Glostrup, Denmark), biotinylated secondary antibody, and a peroxidase–avidin complex (Envision Plus kit; Dako Japan Co. Ltd, Kyoto, Japan). The intensity of 8-oxo-dG immunostaining in the sections was assessed using an AxioCam photomicroscope and KS-400 image analyzing system (Carl Zeiss Vision GmbH, Hallbermoss, Germany). A microscopic image of each liver section was imported into the KS-400 and brown-stained tissues, which represented positively-stained nuclei of hepatocytes corresponding to 8-oxo-dG immunoreactivity, were converted into a 255-graded gray scale. The average gray scale intensity of each sample was calculated using the KS-400 image analysis program and was represented as the ratio relative to each sequential section immunostained by normal mouse IgG. At least three periportal and three perivenous zones were examined in each section and the average of the scores was determined.

### Microarray analysis

In an attempt to examine the gene expression patterns associated with hepatocarcinogenesis in our model, microarray analysis was carried out on the non-tumorous hepatic tissues from three mice each in the *Mutyh*^+/+^ HFHC + high iron diet group and the *Mutyh*^−/−^ HFHC + high iron diet group. Total RNA was extracted from murine liver tissues using RNeasy Lipid Tissue Mini Kits (QIAGEN, Hilden, Germany), according to the manufacturer’s protocol. After quality check of total RNA, transcriptome analysis was conducted using a GeneChip Human Transcriptome Array 2.0 (HTA 2.0, Affymetrix, Santa Clara, CA) in the GeneticLab Co. (Sapporo, Japan), following the guidelines from Affymetrix. Microarray data have been deposited in the Gene Expression Omnibus under accession number GSE157142.

### Analysis of differentially expressed genes and pathway analysis

Analysis of differentially expressed genes and pathway analysis were performed as described previously^38^. In brief, summation and normalization of probe set expression measures was carried out using the Robust Multi-Array Average (RMA) provided from analysis by Bioconductor (R commander 3.6.1). Each dataset was saved as a matrix in text format and each dataset was reloaded into RStudio (version1.2.1335) using the read.table function. To detect differentially expressed genes (DEGs) between the *Mutyh*^+/+^ HFHC + high iron diet (n = 3) and the *Mutyh*^−/−^ HFHC + high iron (n = 3) groups, the limma package was used after RMA normalization (supplementary Table 1). Gene set enrichment analysis (GSEA) was conducted using the open source software GSEA 3.0 (http://software.broadinstitute.org). For gene sets databases, h.all.v6.0.symbol.gmt [Hallmarks], c2.cp.biocarta.v6.0.symbols.gmt [Curated], c2.cp.kegg.v6.0.symbols.gmt and c2.cp.reactome.v6.0.symbols.gmt [Curated] were used. The pathways showing nominal (NOM) *P* value < 0.05 or false discovery rate (FDR) *Q*-value < 0.25 were considered to be significant.

### RNA extraction and quantitative reverse transcription-PCR

RNA was extracted with TRIZOL Reagent (Thermo Fisher Scientific, Waltham, MA, USA) in accordance with the manufacturer's protocol. Total RNA (1 μg) was reverse-transcribed by using a SuperScript VILO cDNA Synthesis kit (Thermo Fisher Scientific, Waltham, MA, USA), and q-PCR was performed with an Applied Biosystems 7300 Real-time PCR system (Applied Biosystems, Foster City, CA, USA). Analysis of target genes was conducted in quadruplicate using the POWER SYBR Green Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) as previously described^39^. Transcripts levels were normalized to *β-*actin expression. The experiments were repeated three times. The sequences of the PCR primer are shown in Supplementary Table 3.

### Statistical analysis

All statistical analyses were performed using JMP 13.1.0 software (SAS, Cary, NC). Data from murine blood tests, semi-quantitative scores of immunohistochemical staining in *Mutyh*^+/+^ and *Mutyh*^+/−^ groups were compared using the Mann–Whitney U test. Histological findings of liver sections (steatosis grade, lobular inflammation, and fibrosis stage) and semi-quantitative scores of immunohistochemical staining in *Mutyh*^−/−^ group were analyzed Kruskal–Wallis test followed by Dunn–Bonferroni test. The incidence of liver tumors was compared using chi-square test. *Myc* expressions were analyzed using unpaired t test. Furthermore, all statistical tests were two-sided, and *P* < 0.05 was considered statistically significant. All authors had access to the study data and have reviewed and approved the final manuscript.

## Supplementary Information

Supplementary Tables

## Abbreviations

ALT: Alanine aminotransferase
HCC: Hepatocellular carcinoma
HCV: Hepatitis C virus
HFHC: High-fat high-cholesterol
NAC: N-acetyl L-cysteine
NAFLD: Non-alcoholic fatty liver disease
NASH: Non-alcoholic steatohepatitis
ROS: Reactive oxygen species
SNP: Single nucleotide polymorphism
4-HNE: 4-Hydroxynonenal
8-oxo-dG: 8-Hydroxy-2′-deoxyguanosine

# Supplementary material for: MUTYH is associated with hepatocarcinogenesis in a non-alcoholic steatohepatitis mouse model
**Source:** Sci Rep. 2021 Feb 11;11:3599. doi: 10.1038/s41598-021-83138-8
**Supplement:** Supplementary file 1 — Supplementary Tables

MUTYH is associated with hepatocarcinogenesis in a non-alcoholic steatohepatitis mouse model

Hiroki Sakamoto¹ · Koji Miyanishi^{*1} · Shingo Tanaka¹ · Ryo Ito¹ · Kota Hamaguchi¹ · Akira Sakurada¹ · Masanori Sato¹ · Tomohiro Kubo¹ · Takahiro Osuga¹ · Kazuyuki Murase¹ · Kohichi Takada¹ · Yusaku Nakabeppu³ · Masayoshi Kobune² · Junji Kato¹

Suppl. Table 1. Histological findings of liver sections.

<i>Mutyh</i><br>n	Control diet			HFHC diet			HFHC + high-iron diet		
	+/+	+/-	-/-	+/+	+/-	-/-	+/+	+/-	-/-
	20	20	20	20	20	20	20	20	20
Steatosis grade (0-3)	0.08 ± 0.08	0.10 ± 0.07	0.12 ± 0.08	1.90 ± 0.10	2.06 ± 0.15	1.84 ± 0.16	2.00 ± 0.15	1.90 ± 0.16	1.95 ± 0.17
Lobular inflammation (0-3)	0.15 ± 0.10	0.26 ± 0.10	0.29 ± 0.11	0.65 ± 0.11	0.67 ± 0.11	0.70 ± 0.15	0.65 ± 0.13	0.70 ± 0.11	0.65 ± 0.11
Fibrosis stage (0-4)	0.00 ± 0.00	0.05 ± 0.05	0.11 ± 0.08	0.65 ± 0.15	0.72 ± 0.14	0.68 ± 0.19	0.70 ± 0.13	0.75 ± 0.12	0.75 ± 0.16

Data expressed as the mean ± SEM.

There were no significant differences in steatosis grade, lobular inflammation, and fibrosis stage among the *Mutyh* genotypes in the control diet group. In the HFHC diet group and HFHC + high-iron diet group, the results were similar.

In *Mutyh*^{+/+} mice, the steatosis grade of the HFHC diet group and HFHC + high-iron diet group was significantly higher than that of the control diet group. The results were similar for lobular inflammation and fibrosis stage. (Steatosis grade: control diet group vs. HFHC diet group; *P* < 0.0001, control diet group vs. HFHC + high-iron diet group; *P* < 0.0001)(Lobular inflammation: control diet group vs. HFHC diet group; *P* = 0.0228, control diet group vs. HFHC + high-iron diet group; *P* = 0.0333)(Fibrosis stage: control diet group vs. HFHC diet group; *P* = 0.0063, control diet group vs. HFHC + high-iron diet group; *P* = 0.0016)

In *Mutyh*^{+/-} mice, the steatosis grade of the HFHC diet group and HFHC + high-iron diet group was significantly higher than that of the control diet group. The results were similar for lobular inflammation and fibrosis stage. (Steatosis grade: control diet group vs. HFHC diet group; *P* < 0.0001, control diet group vs. HFHC + high-iron diet group; *P* < 0.0001)(Lobular inflammation: control diet group vs. HFHC diet group; *P* = 0.0453, control diet group vs. HFHC + high-iron diet group; *P* = 0.0207)(Fibrosis stage: control diet group vs. HFHC diet group; *P* = 0.0007, control diet group vs. HFHC + high-iron diet group; *P* = 0.0002)

In *Mutyh*^{-/-} mice, the steatosis grade of the HFHC diet group and HFHC + high-iron diet group was significantly higher than that of the control diet group. The results were similar for lobular inflammation and fibrosis stage. (Steatosis grade: control diet group vs. HFHC diet group; *P* < 0.0001, control diet group vs. HFHC + high-iron diet group; *P* < 0.0001)(Lobular inflammation: control diet group vs. HFHC diet group; *P* = 0.0209, control diet group vs. HFHC + high-iron diet group; *P* = 0.0213)(Fibrosis stage: control diet group vs. HFHC diet group; *P* = 0.0259, control diet group vs. HFHC + high-iron diet group; *P* = 0.0045)

Data analysed with a Kruscal-Wallis test followed by Dunn-Bonferroni test.

HFHC, high-fat high-carbohydrate

Suppl. Table 2. DEGs in the livers of Wild type vs. MutYH KO mice by limma

	Gene Sym bol	logFC	AveExpr	t	P.V alue	adjP.Val	B
1	Ighv1-72	-1.676128	6.661375	-2.955926	0.018082	0.981233	-3.708059
2	Igkv4-72	-1.421596	5.945208	-2.775994	0.023869	0.981233	-3.788456
3	LOC382693	-1.158520	2.410206	-2.655847	0.028769	0.981233	-3.844152
4	LOC102642252	-1.065014	5.803227	-3.016090	0.016489	0.981233	-3.682015
5	M yc	-0.969419	6.582124	-2.671121	0.028093	0.981233	-3.836986
6	C ish	-0.964983	5.547243	-3.983437	0.003970	0.981233	-3.322539
7	O m 3	-0.960184	7.135387	-4.274395	0.002653	0.981233	-3.235183
8	Igkv16-104	-0.895566	4.315239	-3.553842	0.007361	0.981233	-3.468534
9	Foxq1	-0.883993	6.776197	-3.110517	0.014277	0.981233	-3.642007
10	Igk	-0.775381	3.779171	-2.663833	0.028413	0.981233	-3.840402
11	Gbp11	-0.757120	5.827069	-2.792987	0.023248	0.981233	-3.780706
12	5031426D15R ik	-0.745124	3.053524	-3.799466	0.005155	0.981233	-3.382485
13	Gadd45g	-0.731322	6.811322	-2.572363	0.032770	0.981233	-3.883745
14	M ir5128	-0.719123	3.961921	-5.144180	0.000857	0.981233	-3.021770
15	M s4a4a	-0.717654	4.703872	-4.399909	0.002239	0.981233	-3.200168
16	Gm 16348	-0.712945	6.812482	-7.190625	0.000089	0.981233	-2.714914
17	Phlda1	-0.710061	7.096436	-2.555996	0.033619	0.981233	-3.891590
18	LOC238440	-0.705779	1.721518	-6.173361	0.000258	0.981233	-2.841001
19	Rhox2f	-0.702325	2.068572	-3.999797	0.003880	0.981233	-3.317389
20	Trgv2	-0.683663	4.313274	-2.608243	0.030985	0.981233	-3.866642
21	Igfbp2	-0.683538	8.062563	-2.821109	0.022258	0.981233	-3.767951
22	Ighv1-61	-0.680564	2.068829	-3.342208	0.010069	0.981233	-3.548391
23	Gm 15293	-0.671304	2.735273	-3.221855	0.012062	0.981233	-3.596211
24	Atp6v0d2	-0.665701	5.141780	-3.761672	0.005443	0.981233	-3.395271
25	Snord91a	-0.658174	4.109664	-3.293289	0.010834	0.981233	-3.567616
26	Ugt2b37	-0.643084	3.184682	-2.676179	0.027872	0.981233	-3.834618
27	Vm n1r103	-0.630419	3.069672	-2.863596	0.020844	0.981233	-3.748850
28	Gm 14459	-0.630259	1.903076	-4.022304	0.003760	0.981233	-3.310351
29	Tt39aos1	-0.615441	8.645148	-5.654103	0.000464	0.981233	-2.924101
30	O lfr1031	-0.615230	2.620036	-3.605512	0.006825	0.981233	-3.449847

Log FC indicated Log₂ (Wild type / MutYH KO)

Suppl. Table 3. The primer pairs used for qPCR analysis.

The primer pairs used for qPCR analysis of the gene signature in murine samples are reported in the following table.
The nucleotide sequence of Myc was chosen using the geNorm software (<https://www.ncbi.nlm.nih.gov/gene/>).
 β -actin was chosen as a reference gene using NCBI Gene ID (<http://medgen.ugent.be/~jvdesomp/genorm/>).
Gene expression values were obtained by applying the Delta Ct method.

Target		Product size, bp	Sequence (5'.3')	PCR conditions (T _m , °C)	Sample origin
<i>MYC</i>	Forward	151	AGCCCCTAGTGCTGCATGAG	60.4	murine
	Reverse	151	CCTCGGGATGGAGATGAGC	60.4	murine
<i>β-actin</i>	Forward	245	GTGACGTTGACATCCGTAAAGA	56.7	murine
	Reverse	245	GCCGGACTCATCGTACTCC	60.4	murine

How the deposited data were processed for this re-analysis (not part of the article)

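Liver RNA of 6 male mice, 3 MUTYH-null mice with liver tumors and 3 wild-type mice without, all on the HFHC + high iron diet, was measured on 1 whole-transcript Affymetrix array per mouse. The paper's methods name a human array, while the probe table used here lists mouse genes. The log2 values were made by the authors, who summarized and normalized the probe sets by RMA, and the sample records name Affymetrix Expression Console and Transcriptome Analysis Console, without versions. The values as deposited are log2 values, not centered by probe set, with array medians between 4.51 and 4.55. Between arrays, Pearson's r across probe sets was 0.983 to 0.985 within a group and 0.982 to 0.985 between groups; probe sets are not independent replicates. No pair of columns was identical. With arrays no read depth applies, and the number of mice limits the precision.

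The probe table was joined by probe set ID. Probe sets that named exactly 1 gene were kept, and each gene was represented by its probe set with the highest mean over the 6 arrays. Of the 22180 genes, 21994 were matched by Entrez ID to the mouse gene table of assembly GRCm38.p6, which was used only for names and for which genes neighbor each other. No filter was applied to dim probe sets.

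The 2 groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, MUTYH-null minus wild-type, with no covariate, at a Benjamini-Hochberg adjusted p under 0.05 and, since Supplementary Table 2 lists genes at that level, at an unadjusted p under 0.05. Single values were also compared by an exact two-sided permutation test, whose smallest p for 3 against 3 is 0.1. In simulated data of the same size, 100 genes were changed at each of 2 sizes. Of these, 98 changed by 1 log2 and 100 changed by 2 log2 were recovered, with 12 false calls. No gene was called where none had been changed. Simulated values were drawn independently for each gene and mouse, with SDs moderated across genes. Genes therefore did not vary together, and these shares do not give the chance of finding a change in the real data. In the real data Ighv1-53, higher by 1.98 log2, had a limma adjusted p of 0.963.

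Of 41 gene lists written, 40 had at least 5 measured genes and were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the lists. With the correlation estimated from the data, none of the calls held (smallest adjusted p = 0.143), and none was made by fry. At the preset, the degrees of freedom of camera come from the number of genes, and with an estimate from the number of arrays. For fatty acid synthesis genes, cholesterol homeostasis and cholangiocyte and progenitor markers, the estimates of 0.00571, 0.00896 and 0.00945 were below the preset. A higher correlation therefore does not account for the loss of these calls. The other called lists had estimates above the preset, from 0.0127 for IL-2/STAT5 signaling to 0.539 for stellate cell and fibrosis genes. The lists for the paper's pathways were written from memory of the Hallmark sets. Enrichment scores for them were computed with a weight of 1 on signal-to-noise, with the SD of a group set to at least 0.2 of its mean. Reactome sets of 10 to 500 measured genes came with fgsea 1.28.0. Immunoglobulin genes were counted among the 30 genes with the largest positive difference at an unadjusted p under 0.05. The 100 genes on either side of Mutyh were examined as well. The paper's text does not name the permutation type of its GSEA.

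The lists, the tests, the alternatives and the rule for the genes named were set before the data were examined, except where stated; values in the paper's tables had been seen. The genes named were the 12 with the largest positive and the 12 with the largest negative difference among those at an unadjusted p under 0.05 whose groups did not overlap and whose higher group mean was above the median of all probe sets (4.51). To these were added the genes the paper names and up to 4 members of each list described, those with the strongest test. Further members of a list and the immunoglobulin-related genes Jchain and Ighm were chosen after their values were seen. The alternatives were to leave out dim genes, quantile normalize again, center arrays on their medians, average the probe sets of a gene, use a robust variance trend, weight arrays, test all probe sets, leave out each mouse, vary the set test, its correlation, the ranking and the permutation, count in the 100 highest genes, and use other windows around Mutyh. The quantitative reverse transcription-PCR, histology and other diet groups were not analysed here.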

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

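Of the tests in this part, those of other splits of the mice, of the fasted state, of the share of hepatocytes and of mouse 3008 were chosen only after the result was seen. Apart from the immunoglobulin genes, which the paper discusses, each result here is of a gene list or probe set that the paper does not discuss. The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05.

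Fatty acid synthesis genes were lower in MUTYH-null liver (camera adjusted p = 1.4e-07). With an estimated correlation the camera adjusted p was 0.143 and the call was lost. That estimate was 0.00571, below the preset 0.01, so a higher correlation does not account for the loss. The preset test takes its degrees of freedom from the number of genes, and the test with an estimate from the number of arrays. The preset p therefore does not measure the variation between mice. The absolute mean difference was 0.236 log2 in the real split and at most 0.130 log2 in the others, so the real split ranked 1 of 10. The list was picked for its camera result in the real split, so this rank is not independent evidence. For neutrophil and plasma cell markers, which camera did not call, the real split also ranked 1 of 10. Hepatocyte markers had a mean difference of 0.00776 log2, 0.244 log2 above that of the fatty acid synthesis genes. The joint standard error was 0.0571, computed as if the 2 lists were independent, although both come from the same mice. These values argue against a share of hepatocytes that fell as far as the list did. A smaller fall of that share in the MUTYH-null mice is not excluded. A more fasted state of these mice would lower fatty acid synthesis and raise PPARα targets, whose mean difference was -0.115 log2 with a standard error of 0.0903, too wide to decide. An effect of genotype or of bearing tumors remains open and untested, and the 2 cannot be told apart in these mice.

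Immunoglobulin genes were higher in MUTYH-null liver, mainly in mouse 3008 (camera adjusted p = 1.4e-07; 0.526 with an estimated correlation and 0.589 with fry, where the call is lost; exact permutation test, two-sided p = 0.2). Without that mouse the mean difference was 0.274 log2 against 0.638 log2, 42.9% of it, which leaves open whether mouse 3008 alone carries the rise, since mouse 3007 lies 0.45 log2 above the wild-type mean while mouse 3003, at 0.10 log2, lies within the range of the wild-type mice, -0.10 to 0.17 log2. A candidate explanation is more B-lineage cells in the liver of mouse 3008, for which a test on other genes was made. Among 31 B cell and plasma cell markers that are not immunoglobulin genes, mouse 3008 was the highest of the 6 in 18, and the next mouse, wild-type 1027, in 4. Mouse 3008 was the highest in 12.7% of all genes above the median signal and in 23.7% of those at or below it, so random genes of the same signal would give 5.26 of 31 (exact hypergeometric test over both classes, one-sided p = 1.97e-07, although markers vary together and are not independent). With arrays centered on their medians it was the highest in 15. Of these 31 markers, 4 stand on another list, so a part of them may not be specific to B-lineage cells. In wild-type liver 19 were above the median signal, which does not show which cells gave that signal. Tissue was not sorted, and genotype or tumor bearing remain open and untested.

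When all probe sets were tested, 2 without a gene in the probe table passed in limma, in a setting where no named gene did. Probe set 17549150 was 8.19, 8.19 and 7.90 log2 in the MUTYH-null mice and 4.71, 4.64 and 4.40 log2 in the wild-type mice, a difference of 3.51 log2 (adjusted p = 0.00241), and probe set 17549062 had 7.81, 7.90 and 7.81 log2 against 4.84, 4.31 and 4.12 log2, a difference of 3.42 log2 (adjusted p = 0.0128). Over all 41345 probe sets the real split called 2 and the highest other split 0, so it ranked 1 of 10. Another split mixes the groups and could not call these 2, so it counts other probe sets only. The genes these probe sets measure are not known from the sources used here.

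The other lists are given as values, each with the camera adjusted p, that with an estimated correlation and the mice without which the call ended. Acute phase genes were higher (8.82e-05; 0.531), with 25 of 26 positive, 2 higher (Orm3 and Socs3), and 0.0732 without mouse 3003. Cell proliferation genes were lower (0.00088; 0.531), with 5 of 30 lower, among them the replication helicase genes Mcm7 at -0.35 log2 and Mcm2 at -0.27 log2 and the mitotic kinase gene Plk1 at -0.33 log2, and 0.0721 without mouse 1025. Lipid-associated macrophage markers were higher (0.00243; 0.582), with 3 of 13 higher, Atp6v0d2 by 0.66 log2, Gpnmb by 0.42 log2 and Itgax by 0.38 log2, which were 0.28 and 0.25 log2 without mouse 1001, and the adjusted p was 0.342 without mouse 3003 and 0.0577 without 1001. T cell markers were higher (0.00244; 0.438), a call that held without each mouse, at 0.000473 to 0.0376. NRF2 antioxidant genes were lower (0.00657; 0.673), with 4 of 27 lower, among them Nqo1 at -0.27 log2 and Pgd at -0.23 log2, and 0.0849 without mouse 3007, 0.0721 without 1025 and 0.0735 without 1001. Interferon gamma and MHC class II genes were higher (0.00855; 0.746), and 0.533 without mouse 3007 and 0.273 without 1001. Fatty acid oxidation genes were lower (0.0159; 0.746), and 0.326 without mouse 3007 and 0.605 without 1001. Cholangiocyte and progenitor markers were higher (0.0161; 0.438), with 11 of 12 positive and none higher or lower singly, and 0.180 without mouse 3003 and 0.0875 without 1001. Pericentral β-catenin target genes were lower (0.0203; 0.603), and immediate early genes higher (0.0203; 0.531), with the mice that ended both calls named beside those lists above. Stellate cell and fibrosis genes were higher (0.0221; 0.748), with 1 of 22 higher, Lum, and 0.0960 without mouse 1027 and 0.242 without 1001, and without mouse 3007 the direction turned (0.673). Except for fatty acid synthesis, where 4 genes passed, none of the members of these lists passed when adjusted over the list alone. Over all settings tried, the adjusted p lay between 6.7e-07 and 0.589 for acute phase genes, 3.3e-06 and 0.589 for cell proliferation genes, 1.53e-05 and 0.632 for lipid-associated macrophage markers, 9.4e-05 and 0.673 for NRF2 antioxidant genes, 0.00624 and 0.529 for cholangiocyte and progenitor markers and 0.000241 and 0.906 for stellate cell and fibrosis genes.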

How the results depend on the processing

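Among the tests of this part, those chosen only after the result was seen are the count of immunoglobulin probe sets over all probe sets, the Wnt/β-catenin list without Myc, its scores with a mouse left out on signal-to-noise, the probe sets without repeats and the 10 genes on either side of Mutyh. No paired analysis was possible because the mice were numbered individually. Where a mouse was left out, 1 group held 2. The cause was not tested for any change given here; no gene passed the adjusted p in any setting, and with all probe sets, with or without repeats, 2 probe sets did. Signal over background limits the dim genes, which were tested as well. The list of fatty acid synthesis genes kept its direction throughout, but passed neither with an estimated correlation nor with fry.

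Genes at an unadjusted p under 0.05 numbered 313 higher and 303 lower without dim genes and 979 higher and 1109 lower over all probe sets, or 947 and 1092 with repeats of identical values left out. Immunoglobulin genes among the 30 highest numbered 1 with a robust variance trend or ranking by moderated t, 6 by probe sets, with or without repeats, and 1 to 7 with a mouse left out. Lists called numbered 0 with an estimated correlation or fry and 8 to 21 with a mouse left out. Reactome sets called numbered 0 with an estimated correlation and 13 to 62 with a mouse left out. With an estimated correlation and with fry, the adjusted p was 0.526 and 0.589 for immunoglobulin genes, 0.438 and 0.290 for cholesterol homeostasis and 0.438 and 0.568 for IL-2/STAT5 signaling. With a mouse left out it was 0.00137 to 0.0658 for cholesterol homeostasis, 0.00608 to 0.124 for IL-2/STAT5 signaling and 0.0176 to 0.242 for apical junction, which passed with a robust variance trend (0.0368), array weights (0.0476) and ranks (0.0334). The direction of the Wnt/β-catenin list turned without dim genes (0.806), quantile normalized again (0.935), with fry (0.956) and ranks (0.928), and with a mouse left out it was 0.664 to 0.906. The direction turned for Kupffer cell markers without dim genes (0.951).

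Enrichment scores with a mouse left out, ranked by moderated t, were -0.849 to 1.06 for Wnt/β-catenin signaling (1.16 to 1.48 on signal-to-noise), -1.78 to -1.28 for cholesterol homeostasis, 1.11 to 1.32 for IL-2/STAT5 signaling and 0.921 to 1.52 for apical junction. Against random sets cholesterol homeostasis had -1.24. Without dim genes IL-2/STAT5 signaling had 1.26 and apical junction 1.23, and ranked by moderated t apical junction had 1.25. Log2 differences with a mouse left out were 0.550 to 1.22 for Myc, -0.0398 to 0.111 for Mutyh, -0.0541 to 0.114 for Ogg1, -0.200 to 0.0662 for Nudt1, -0.111 to 0.0341 for Actb, -0.0412 to 0.453 for Cd79a and -0.000358 to 0.339 for Vim. Among lists, the direction also turned with a mouse left out for stellate cell and fibrosis genes (0.000241 to 0.673), iron handling genes (0.144 to 0.997), B cell markers (0.0523 to 0.971), Kupffer cell markers (0.00769 to 0.511), MYC target genes (0.128 to 0.694) and hepatocyte markers (0.273 to 0.997). Within 10 genes of Mutyh on either side, 0 were called. Over the single genes examined and all settings, a gene stayed on its side of the unadjusted threshold in 1263 cases, lost it in 149, gained it in 32 and turned its direction in 8.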

Differences from the paper's values

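No test of this part beyond the counts over all probe sets, with and without repeats of identical values, was chosen only after the result was seen. Of the 30 genes in the paper's Supplementary Table 2, 5 have immunoglobulin names, while 3 of the 30 highest genes here do. The 5 were counted here from the names, and the paper's text gives no number. Of the alternatives set before the data were examined, leaving out mouse 3003 gives 7 and leaving out mouse 3007 gives 5, within 1.5 times the 5 names. The others stay further away, at 1 to 3 of the 30. Ranking all probe sets and counting those that name immunoglobulin genes alone gives 6, a setting chosen after seeing the values, in which 24 of the 30 highest have no gene, 1 of the 30 repeats the values of another probe set and 2 of the paper's 30 genes remain.

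The paper describes the majority of its highly expressed genes as related to immunoglobulin, while the names in its table give 5 of 30, or 16.7%. The remaining names include LOC identifiers whose products are not stated there. Of the 30 genes, 18 were matched to 1 gene here, and all 18 are among the 30 highest here, with the same direction. Of the 5 with immunoglobulin names, only Igkv4-72 was matched to 1 gene here, so the counts of 5 and 3 rest on different sets of genes. The largest gap between the 2 log2 differences is 0.0301.

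In Table 2 the paper counts the Wnt/β-catenin and apical junction pathways as enriched in MUTYH-null mice. They count by nominal P value, and their FDR Q-values there do not pass the paper's own bound. The enrichment scores here have that direction, at 1.44 and 1.49, while camera gives an adjusted p of 0.903 and 0.0542 for lists that may differ in members from the paper's. Over the settings tried, the adjusted p of apical junction lay between 0.0176 and 0.631, and it was under 0.05 with a robust variance trend, array weights or ranks, and without mouse 3008 or 1025. Against random gene sets of equal size the permutation p was 0.0301 for apical junction and 0.333 for Wnt/β-catenin signaling, and the paper's text does not name what was permuted. The p against random gene sets does not measure the variation between mice.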

Other observations

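Tests chosen only after the result was seen are those of other splits, the count within 10 genes of Mutyh, the Wnt/β-catenin score without Myc and the scores with a mouse left out on signal-to-noise. The bounds for the 2 tests on the Wnt/β-catenin score were set before their values were computed. Base excision repair genes, the pathway in which MUTYH acts, were measured for 21 genes, of which Nthl1, a DNA glycosylase gene, at -0.23 log2 and Lig1, a DNA ligase gene, at -0.26 log2 were lower, none was higher and none passed when adjusted over the list alone (camera adjusted p = 0.382). Of 22 iron handling genes, none was higher or lower, with a median of 0.00427 log2, a mean of -0.00309 log2 and a test in the direction of the median (camera adjusted p = 0.798). Of 16 Kupffer cell markers, the scavenger receptor genes Marco, at -0.38 log2, and Cd163, at -0.62 log2, and Timd4 were lower, none was higher and none passed when adjusted over the list alone (camera adjusted p = 0.547). With a mouse left out, Cd163 kept its call only without mouse 1027, at -0.94 log2, and had -0.45 log2 without mouse 1025. The Kupffer cell list was called without mouse 1001 (adjusted p = 0.00769), and its direction turned without mouse 3008 (0.511), without 1025 (0.312) and without dim genes (0.951). Of 16 female-biased liver genes, 4 were lower, among them Cyp2b9 and the sulfotransferase gene Sult3a1 at -0.24 log2, none was higher, and Cyp2b9 passed when adjusted over the list alone (camera adjusted p = 0.0810; 0.0478 without mouse 3008 and 0.00461 without mouse 1025, over a range of 0.00461 to 0.605 with a mouse left out).

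Of the 100 genes on either side of Mutyh, 21 of 200 (10.5%, exact 95% Clopper-Pearson interval 6.62% to 15.6%) had an unadjusted p under 0.05, against 5.09% of all genes, with 11 higher and 10 lower. Neighboring genes are not independent, and the interval covers counting error only. The share was 8% of 100 genes within 50 on either side and 8.5% of 400 within 200, and 0 of the nearest 20 were called. The real split gave 21 and the highest other split 18, the real one ranking 1 of 10, and 10 splits are too few for a share under 0.05.

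The same 10 splits gave the following for the other counts, and the limit is the same. Genes at an unadjusted p under 0.05 numbered 1129 in the real split and at most 1374 in the others, with 6 of 10 as large as the real one. At an adjusted p under 0.05 with limma there were 0 in each of the 10. Gene lists called by camera numbered 16 in the real split and at most 15 in the others, the real one ranking 1 of 10. Reactome sets called numbered 39 in the real split and at most 76 in the others, with 3 of 10 as large.

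The positive enrichment score of the Wnt/β-catenin list was the third pattern examined. One hypothesis was that Myc alone carries the score, which was 1.44 with Myc and 1.17 without it, both on the signal-to-noise ranking. The score without Myc had an SD of 0.224 over mice left out, and 1.17 lies below the bound set beforehand, 0.9 of the whole score, by less than that SD but by more than the SD of the whole score, 0.114. Another was that dim genes carry the score, which was 1.24 among genes above the median signal, with an SD of 0.0905 over mice left out. This stayed above 1, the bound for a score carried by dim genes, but lay below the whole score by more than that SD, so it met the bound on neither side. How the bounds were read, including the use of a spread on the signal-to-noise ranking instead of the wider one on moderated t, was settled after the values were seen. With that wider spread both values would lie within the bounds set against their hypotheses. Both hypotheses stay open, and an effect of genotype or tumor bearing, which cannot be told apart here, remains untested. The whole score kept its sign on the signal-to-noise ranking with each mouse left out, at 1.16 to 1.48, and turned on the moderated t ranking without mouse 1027, at -0.849.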
